# Precardiac organoids form two heart fields via Bmp/Wnt signaling

**DOI:** 10.1038/s41467-018-05604-8

**Published:** 2018-08-07

**Authors:** Peter Andersen, Emmanouil Tampakakis, Dennisse V. Jimenez, Suraj Kannan, Matthew Miyamoto, Hye Kyung Shin, Amir Saberi, Sean Murphy, Edrick Sulistio, Stephen P. Chelko, Chulan Kwon

## Abstract

The discovery of the first heart field (FHF) and the second heart field (SHF) led us to understand how cardiac lineages and structures arise during development. However, it remains unknown how they are specified. Here, we generate precardiac spheroids with pluripotent stem cells (PSCs) harboring GFP/RFP reporters under the control of FHF/SHF markers, respectively. GFP^+^ cells and RFP^+^ cells appear from two distinct areas and develop in a complementary fashion. Transcriptome analysis shows a high degree of similarities with embryonic FHF/SHF cells. Bmp and Wnt are among the most differentially regulated pathways, and gain- and loss-of-function studies reveal that Bmp specifies GFP^+^ cells and RFP^+^ cells via the Bmp/Smad pathway and Wnt signaling, respectively. FHF/SHF cells can be isolated without reporters by the surface protein Cxcr4. This study provides novel insights into understanding the specification of two cardiac origins, which can be leveraged for PSC-based modeling of heart field/chamber-specific disease.

## Abstract (web summary)

The heart arises from distinct progenitor cells of both the first and second heart fields (FHF and SHF). Here, the authors generated precardiac organoids from mouse and human pluripotent cells and show that FHF and SHF cells form similarly to their in vivo counterparts in response to BMP and Wnt signalling, respectively.

## Introduction

Recent advances in cardiac developmental biology have led us to learn how diverse lineages and different anatomical structures of the heart arise from the two sets of molecularly distinct cardiac progenitor cells (CPCs), referred to as the first and second heart field (FHF and SHF). However, it remains unclear how the FHF and SHF populations are specified from mesodermal progenitors and which factors and mechanisms regulate their induction.

In early developing embryos, proper interactions of morphogens, including bone morphogenetic proteins (Bmps), Wnts, fibroblast growth factors, activin/nodal, play critical roles in formation of the primitive streak, progression of gastrulation and mesodermal patterning in the anterior–posterior axis^1–5^. While numerous loss- and gain-of-function studies have demonstrated the importance of these pathways in early heart development, their precise roles in heart field induction and allocation remain to be determined^6^. However, recent studies provided evidence that heart field progenitors are assigned to a specific developmental path from nascent mesoderm marked by basic-helix-loop-helix (bHLH) transcription factor Mesp1 during gastrulation^7,8^, suggesting that the specification occurs soon after formation of three germ layers. Several transcription factors are known to have essential roles for precardiac mesoderm development^9,10^: the T-box transcription factor Eomesodermin and the bHLH Id family of genes promote formation of cardiovascular mesoderm by activating Mesp1 during gastrulation, which in turn regulates expression of genes belonging to the cardiac transcriptional machinery such as Hand2, Gata4, Nkx2.5, and Myocd^11–13^. Retrospective lineage analyses revealed that Mesp1^+^ cells contribute to both heart fields^14^. The FHF, comprising the cardiac crescent, is identified by expression of Hcn4 and Tbx5^15,16^, before giving rise to the left ventricle (LV) and part of the atria, whereas the SHF is marked by transient expression of Tbx1, Fgf8/10, Isl1, and Six2, and exclusively contributes to the outflow tract (OT), the right ventricle (RV) and part of the atria^17–22^. SHF cells are multipotent CPCs that can be fated to various cardiac cell types, such as cardiomyocytes, smooth muscle cells, endothelial cells, and fibroblast cells, while FHF cells mostly become cardiomyocytes^8,15^.

With the capability to differentiate into any type of body cell, pluripotent stem cells (PSCs) have emerged as a powerful tool to study development and disease^23–25^. Particularly, the development of human-induced PSCs (iPSC) technology and robust cardiac differentiation protocols^26^ has enabled the study of disease-causing cellular and molecular events that manifest in congenital heart defects (CHDs), the most common birth defect and birth-related deaths in humans. Both genetic and environmental influences have been implicated to cause disruption of the normal series of morphogenetic embryonic developmental events that affects the occurrence of heart abnormalities. CHDs are often restricted to regions of the heart arising from the FHF or SHF^27,28^ and/or linked to mutations of genes that regulate development of the individual heart fields^16,17,19,29^. This raises the question whether chamber-specific heart abnormalities originate from abnormal heart field development. Additionally, efforts in tissue engineering and three-dimensional (3D) bioprinting are now focused on developing heart chamber-specific models and to generate chamber-specific heart tissue from hiPSCs to replace damaged heart muscle^30^. Yet, it remains unknown whether the distinct heart field populations can be generated in a PSC system.

In the present study, we generated 3D precardiac spheroids with PSCs that allows induction of FHF/SHF progenitors sharing a high degree of similarities with their in vivo counterparts. We further demonstrate how Bmp and Wnt/β-catenin signaling control the specification of FHF and SHF progenitors in mouse and human PSCs, enabling selective induction of FHF or SHF cells. The heart field progenitors can be identified and isolated without transgene reporters by the cell surface protein Cxcr4 for PSC-based modeling of CHDs.

## Results

### FHF/SHF-like cells are induced in spheroid PSC culture

Lineage tracing experiments with CPC markers, including Hcn4, Tbx5, Isl1, and Tbx1, have identified distinct FHF and SHF structures in developing mouse embryos. To verify if these markers faithfully label the FHF or the SHF, we examined their expression in mice between embryonic days 7.5 and 9.5 post fertilization (E7.5 and E9.5). Hcn4 and Tbx5 were both expressed in the FHF (Supplementary Fig. 1a–d), and Tbx1 was expressed in the SHF and structures derived thereof (Supplementary Fig. 1a–c, i). When traced with *Isl1*^*Cre*^ mice^31^, cells expressing Isl1, regarded as a SHF marker, gave rise to both FHF and SHF structures (Supplementary Fig. 1e–h), including the entire LV at E9.5. Isl1 lineage tracing further revealed that Nkx2.5-expressing cells in the cardiac crescent are derived from Isl1^+^ cells (Supplementary Fig. 1e, f). This suggests that Isl1 marks undifferentiated CPCs of both heart fields. Based on these analyses, we generated mice expressing green/red fluorescent protein (GFP/RFP) in FHF cells/SHF lineage cells by crossing *Tbx1*^*Cre*^; *Ai9* mice with *Hcn4*^*GFP*^ mice^17,32^. In this system, GFP is expressed in Hcn4^+^ cells in the FHF^15^ and RFP permanently marks Tbx1 progeny in the SHF^17^. As expected, GFP was expressed in the cardiac crescent, whereas RFP labeled the region dorsal to the crescent where SHF cells are located (Fig. 1a). At E9.0, GFP was expressed in the LV, and RFP was restricted to the pharyngeal mesoderm and the OT/RV (Fig. 1b and Supplementary Fig. 1i), confirming that GFP and RFP mark FHF cells and SHF cells, respectively.

**Fig. 1:**
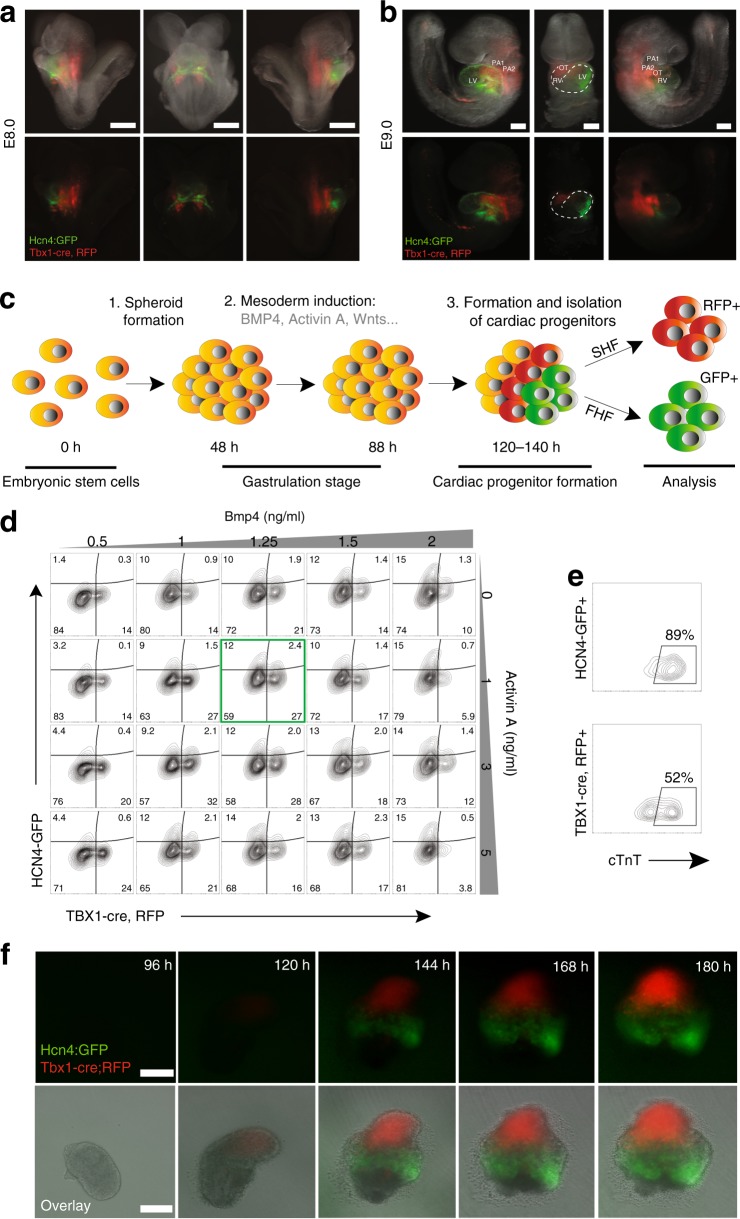
FHF/SHF-like cells are induced in spheroid PSC culture. **a** Live imaging of Hcn4-GFP, Tbx1-Cre, Ai9 mice E8.0. GFP is exclusively expressed in the cardiac crescent and primitive myotube, whereas RFP is expressed in the posterior region. **b** Live imaging of Hcn4-GFP, Tbx1-Cre, Ai9 mice E9.0. GFP expression is restricted to the LV and atria whereas RFP is expressed in the pharyngeal region posterior to the heart, the outflow tract and RV. **c** Schematic of the strategy used to generate and differentiate ESC-derived cardiac spheroids. **d** Flow cytometric analyses of Hcn4-GFP^+^ and Tbx1-Cre, RFP^+^ in cardiac spheroids after 5.5 days of differentiation. **e** Flow cytometric analyses of GFP^+^/cTnT^+^ and RFP^+^/cTnT^+^ cells at day 9 in cardiac spheroids. **f** Representative images from live imaging time-lapse experiments of a differentiating cardiac spheroid. White scale bars indicate 100 μm

We next established an embryonic stem cell (ESC) line (ESC^*Hcn4-GFP; Tbx1-Cre; Ai9*^) from the mice to determine if heart field specification can be recapitulated in a PSC system. We hypothesized that a 3D multicellular system would better resemble heart field development in vivo, as early development is a highly dynamic process that involves tissue–tissue interactions between multiple cell types. Since CPCs are specified during mid-late gastrulation^7,8^, we generated multicellular 3D spheroids with the PSCs and treated them with various concentrations of Activin A and Bmp4 to determine whether induction of the early mesoderm influences heart field specification (Fig. 1c, d). After 5 days of differentiation (120 h), GFP^+^ and RFP^+^ cells started to appear in the spheroids. We analyzed the spheroids for GFP^+^ and RFP^+^ cells by fluorescent activated cell sorting (FACS) at day 5.5 (132 h). The FACS data showed that cells are either GFP^+^ or RFP^+^ with <4% double positive (GFP^+^/RFP^+^) cells among all fluorescent cells (Fig. 1d), indicating that FHF and SHF cells are distinctively specified in cardiac spheroids. The double positive GFP^+^/RFP^+^ cells correlated with the total number of GFP^+^ and RFP^+^ cells (Supplementary Fig. 1j) and were sporadically interspersed within the GFP^+^ domain (Supplementary Fig. 1k), implying that these rare events may be in vitro artifacts. Thus, we excluded these cells from further analysis.

We examined the overall effects on cardiogenesis by analyzing the number of cardiomyocytes at day 9 (Supplementary Fig. 1). Varying Bmp4 concentrations had a profound effect on cardiogenesis with the number of cTnT^+^ cardiomyocytes reaching >30% with 1.25 ng/mL Bmp4, more than a 10-fold difference compared to 0.5 ng/mL Bmp4, whereas increasing Activin A levels had a modest effect on cardiogenesis compared to control (Supplementary Fig. 1m, n), implying an important role for Bmp signaling during early cardiogenesis. To determine the individual cardiomyogenic potential of GFP^+^ and RFP^+^ cells, we analyzed their cardiomyocyte contribution from the most cardiogenic condition (1.25 ng/mL Bmp4, 1 ng/mL Activin A) at day 9. 89% of GFP^+^ cells were positive for cTnT, showing a differentiation bias toward a cardiomyogenic cell fate, whereas 52% of RFP^+^ cells were positive for cTnT (Fig. 1d). This indicates that GFP^+^ cells are primarily unipotent and cardiomyogenic, whereas RFP^+^ cells likely give rise to several cardiac cell lineages.

To monitor the process of GFP^+^/RFP^+^ cell induction, we performed a time-lapse analysis of the spheroids (Fig. 1e, Supplementary Movie 1). At 120 h (5 days) of differentiation, areas of GFP^+^ and RFP^+^ cells started to appear adjacent to each other. GFP^+^ zones generally appeared in the periphery of cardiac spheroids, whereas RFP^+^ zones appeared more central (Supplementary Fig. 1k). After 168 h (7 days), the majority of cardiomyocytes (cTnT^+^ cells) in the cardiac spheroids were GFP^+^, whereas RFP^+^ cardiomyocytes continuously increased between 168–204 h (7–9 days) (Supplementary Fig. 1o), demonstrating that cardiomyogenesis is delayed in RFP^+^ CPCs compared to GFP^+^ CPCs, similar to in vivo, where the SHF does not contribute to the myocardium until the looping stage (E8.5)^33^. It is worth noting that both populations maintained the complementary pattern over time within the spheroids (Fig. 1e), analogous to developing heart fields in vivo.

### PSC-derived FHF/SHF progenitors are similar to endogenous FHF/SHF progenitors in gene expression and differentiation potential

Next, we sought to determine the cellular identities of PSC-derived GFP^+^ and RFP^+^ cells. To do this, GFP^+^ and RFP^+^ CPCs were FACS-isolated from the spheroids at day 5.5 or from *Hcn4*^*GFP*^; *Tbx1*^*Cre*^; *Ai9* mouse embryos at E7.75 and subjected to RNA-sequencing. 

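GFP+ cells express the Hcn4-GFP reporter, and RFP+ cells carry the Ai9 label left by Tbx1-Cre. The authors sorted 10 cells into each well of a plate and made one RNA-seq library per well. They trimmed the reads (minimum quality 35, minimum length 36), mapped them to the mouse genome mm10 and counted reads on genes, and the deposited values are these counts without normalization for 24514 gene symbols. There are 5 GFP+ and 4 RFP+ libraries from embryos, and 38 GFP+ and 46 RFP+ libraries from spheroids at day 5.5. The sample titles give embryonic day 8.5 where the paper gives 7.75. The paper gives a minimum of 3 independent sets for all of its studies, and its text does not assign wells to embryos or differentiations, so n counts wells and not embryos or differentiations. In vivo, between 712732 and 2525460 reads per GFP+ library were counted on genes (median 979550), and between 1246546 and 1479957 per RFP+ library (median 1417641). In vitro, the totals ran from 6288 to 4371849 in GFP+ libraries (median 1706391) and from 445071 to 5658882 in RFP+ libraries (median 1449700). The GFP+ library of 6288 reads, in well C9, was kept, and the next smallest GFP+ total was 828193. In vivo, 6189 to 8302 genes were detected per GFP+ library and 10263 to 13052 per RFP+ library. In vitro RFP+ wells filled plate columns 1 to 6 and in vitro GFP+ wells columns 7 to 11, so population and plate column cannot be told apart. In 7 rows, the RFP+ wells of columns 3 and 4 gave near-identical libraries (r of 0.976 to 0.994 between log2 CPM, counts per 1e6 reads), and these wells are counted as separate libraries unless stated otherwise. CPM of single genes were computed with edgeR's TMM normalization unless stated otherwise, and those in correlations across genes from total counts. GFP+ and RFP+ libraries were compared by edgeR's quasi-likelihood test, separately in vivo and in vitro, over the genes that filterByExpr kept (at least 10 counts in enough libraries). A gene was called at a Benjamini-Hochberg adjusted p-value under 0.1, the paper's threshold. Positive log2 fold changes stand for higher expression in RFP+ cells. A fold against a population whose libraries all had 3 counts or fewer is given as a lower bound. Such a bound covers counting error only, and not transcripts lost before sequencing. Among genes with similar means in both in vivo populations (30 to 100 CPM), 21.6% of the counts in single GFP+ libraries were 0.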

Genome-wide transcriptome analysis revealed a high correlation between in vivo and in vitro CPCs (GFP: in vitro vs. in vivo, *R*^2^ = 0.91, RFP: in vitro vs. in vivo, *R*^2^ = 0.98) (Supplementary Fig. 2a), indicating similar gene expression profiles between PSC-derived cells and their in vivo counterparts. 

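Across the 24514 genes of the table, Pearson's r between the log2 of the mean CPM plus 1 in vitro and in vivo was 0.855 for GFP+ cells (r squared 0.731) and 0.965 for RFP+ cells (r squared 0.931). These are correlations across genes, and genes are not independent replicates. Single in vivo GFP+ libraries had an r of 0.731 ± 0.0346 with the in vitro GFP+ mean (SD, n = 5), and single in vivo RFP+ libraries an r of 0.939 ± 0.0230 with the in vitro RFP+ mean (SD, n = 4). With the populations crossed, r was 0.877 between in vivo GFP+ and in vitro RFP+ cells and 0.927 between in vivo RFP+ and in vitro GFP+ cells. Over all genes, each of the 5 in vivo GFP+ libraries and each of the 4 in vivo RFP+ libraries was closer to in vitro RFP+ than to in vitro GFP+ cells. For GFP+ cells this order held with a minimum mean of 1 CPM (r 0.734 with in vitro GFP+ and 0.747 with in vitro RFP+ cells). It also held without the log (0.503 and 0.575) and for Spearman's rho (0.819 and 0.836). The order was the other way for a narrower choice of genes. Over the 3310 genes detected in all 9 embryo libraries, in vivo GFP+ cells had r 0.555 with in vitro GFP+ and 0.530 with in vitro RFP+ cells. That choice of genes was made after the result was seen. Within one source, r was 0.890 between GFP+ and RFP+ cells in vivo and 0.966 in vitro. Among the alternatives set before the data were examined, a minimum mean of 1 CPM lowered the correlations most, to 0.734 for GFP+ and 0.918 for RFP+ cells. Other values for GFP+ cells were lower: 0.503 without the log and 0.555 over the 3310 genes detected in all 9 embryo libraries. For RFP+ cells these were 0.941 and 0.896. Over the same number of genes of the highest mean, r was 0.363 for GFP+ cells. From its correlations, the paper concludes that PSC-derived cells and their in vivo counterparts have similar gene expression profiles.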

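Hcn4, on chromosome 9 of mm10, and Tbx1, on chromosome 16, had few reads. In vivo, Hcn4 was at 14.8 ± 16.4 CPM in GFP+ cells (SD, n = 5) and at 0.351 ± 0.702 CPM in RFP+ cells (SD, n = 4), at least 6.82-fold higher in GFP+ cells. Tbx1 had no reads in any in vivo GFP+ library and was at 3.87 ± 3.46 CPM in RFP+ cells (SD, n = 4), at least 1.48-fold higher than 3 counts per GFP+ library would give. Without RFP+ library H11 the mean was 2.35 CPM, 0.898 times that limit, so no higher level is shown by the other 3. Both genes fell under the filter on low counts, so each was tested alone by a two-sided exact permutation test, which gave p = 0.0476 for each gene in vivo (0.0635 adjusted over 40 genes). In vitro, Hcn4 was at 7.56 ± 4.58 CPM in GFP+ cells (SD, n = 38) and 0.447 ± 0.669 CPM in RFP+ cells (SD, n = 46), and Tbx1 was at 0.0312 ± 0.136 CPM in GFP+ cells and 2.52 ± 1.85 CPM in RFP+ cells. For each gene in vitro, the permutation p was 1.0e-05, the smallest that 100000 resamples can give. In vivo, DESeq2 called Hcn4 and not Tbx1, while edgeR without a filter on low counts called Tbx1 and not Hcn4.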

Expression levels of Hcn4 and Tbx1 were also confirmed in the analyzed populations (Supplementary Fig. 2b).

We identified 1968 genes that were differentially regulated between GFP^+^ and RFP^+^ cells in vivo (adjusted *p*-value < 0.1); of these, 1454 genes were differentially regulated between the GFP^+^ and RFP^+^ populations in vitro. Among these, 869 genes showed higher expression in the same population (i.e., GFP^+^ or RFP^+^) both in vitro and in vivo (Fig. 2a). 

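In vivo, 858 of 8503 genes tested differed between GFP+ and RFP+ cells (670 at an adjusted p-value under 0.05). In vitro, 7747 of 9940 genes tested differed (7327 at 0.05). Differences in vitro were small: the median size of the log2 fold change among the called genes was 0.60, and 49.2% of them were under 1.5-fold. Of the 858 genes called in vivo, 759 were tested in vitro and 647 were called there. The number of calls in vivo depended on the test: DESeq2 called 1945 genes in vivo and edgeR without a filter on low counts 2000, with 1440 and 1436 genes called in both. Counts were also simulated with no changed gene and with the spread of each in vivo population kept. There the edgeR test made 48 calls among 7718 genes, DESeq2 256 and edgeR without a filter 187. With 200 genes changed, 96 of the 196 calls of the edgeR test were false. The threshold of 0.1 was thus not kept in that simulation. How many of the 858 calls are false is not known. The simulation held 8503 genes, while DESeq2 tested 10784 and edgeR without a filter 15111 in the real counts. The 256 and 187 calls therefore may not describe those runs. The median log2 fold change of all tested genes in vivo was 0.09 with TMM, -0.04 with DESeq2's size factors in edgeR and 0.12 with total counts, so the zero point of the in vivo changes is uncertain by about this much. Leaving out 1 in vivo library at a time gave 613 to 1044 genes in vivo. Without RFP+ library G11, 448 genes were called in both sources, and without H11, 468.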

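Of the genes called in both sources, 433 (66.9%) changed in the same direction, 131 higher in GFP+ and 302 higher in RFP+ cells. The shares of the 2 directions among these genes, in vivo and in vitro, would alone give 53.5%. The share was 60% against 50% with DESeq2, where 864 genes were called in both with the same direction. Without in vivo RFP+ library G11 or H11, 295 genes had the same direction. All 869 genes that the paper lists for this overlap are in the count table, 585 of them passed the filter on low counts in both comparisons, and all of these changed in the same direction in both. Among the 869, 378 were called here in both comparisons with the same direction. That list was drawn from the same libraries, so the overlap is not independent evidence.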

Gene Ontology (GO) analysis for these genes showed enrichment for terms relevant to cardiovascular cellular and organ development (Fig. 2b, Supplementary Data 1). This gene list included known FHF genes (*Gata4, Tbx5, Mef2c, Hand1)* and SHF genes (*Sall1, Six2, Fgf8, Irx3, Irx5*) and could be used to distinguish GFP^+^ and RFP^+^ cells in vitro (Fig. 2c, Supplementary Data 1). 

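The gene ontology terms were not analysed here. The genes behind the list are described by 5 in each direction. Of those called in both sources with the same direction and with no overlap in CPM between the in vivo populations, they have the largest values of the smaller of their 2 log2 fold changes. Higher in GFP+ cells were Ttn, Unc45b, Fbxo32, Cryab and Lpl. Ttn, which encodes titin, was at 3565 ± 2433 CPM in GFP+ (SD, n = 5) and 298 ± 183 CPM in RFP+ cells (SD, n = 4) in vivo, a log2 fold change of -3.58 (standard error 0.51, adjusted p = 0.00233), and had a log2 fold change of -3.31 in vitro (standard error 0.36, adjusted p = 1.7e-14). Unc45b, a chaperone of myosin, changed by -4.82 in vivo (adjusted p = 2.1e-05) and -3.26 in vitro (1.1e-14). The log2 fold changes of Fbxo32, Cryab and Lpl were -5.68, -4.10 and -2.88 in vivo and -3.23, -3.13 and -2.65 in vitro. The in vivo RFP+ means of Fbxo32 and Lpl were 5.40 and 32.0 CPM, and 3.34 and 18.2 CPM without library G12. Higher in RFP+ cells were Six2, Foxc2, Rasgrp3, Ebf2 and Meox1. Foxc2, Rasgrp3, Ebf2 and Meox1 had no reads in any in vivo GFP+ library and were at least 7.39-, 13.8-, 22.3- and 14.1-fold higher in RFP+ cells in vivo. Without RFP+ library G12, the bound of Ebf2 was 13.0-fold. In vitro their log2 fold changes were 5.56, 3.79, 3.41 and 2.96.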

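Among the FHF genes, Gata4 had a log2 fold change of -4.49 in vivo (standard error 1.22, adjusted p = 0.0836), from 143 ± 95.6 CPM in GFP+ (SD, n = 5) to 6.23 ± 9.16 CPM in RFP+ cells (SD, n = 4; 1.84 CPM without F12). This call was lost without any one of the libraries B12, C12, E12, G11, G12 or H11. In vitro, Gata4 was at 7.22 ± 5.67 CPM in GFP+ (SD, n = 38) and 3.90 ± 3.53 CPM in RFP+ cells (SD, n = 46), with a permutation p of 0.00144. Tbx5 was at 179 ± 101 CPM in vivo in GFP+ cells and at least 82.7-fold lower in RFP+ cells (adjusted p = 0.00122), and at 1.07 and 0.207 CPM in vitro (permutation p = 0.00216). Mef2c fell from 1234 ± 401 to 115 ± 26.9 CPM in vivo (log2 fold change -3.43, adjusted p = 4.1e-05). In vitro its log2 fold change was -0.98 (standard error 0.31, adjusted p = 0.00306), but the permutation test of log2 CPM gave p = 0.335. Hand1 was at 40.3 ± 42.0 and 1.92 ± 2.60 CPM in vivo (exact permutation p = 0.143; 24.9 CPM in GFP+ cells without E12 and 0.719 CPM in RFP+ cells without G11) and had a log2 fold change of -4.39 in vitro (standard error 0.39, adjusted p = 2.2e-19).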

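Among the SHF genes, Six2 was at least 5.59-fold higher in RFP+ cells in vivo (adjusted p = 0.0498), and its in vitro log2 fold change was 5.73 (standard error 0.29, adjusted p = 5.6e-40). Its in vivo call was lost without F12, G11 or H11. Sall1 rose from 10.9 ± 15.2 to 91.4 ± 8.63 CPM in vivo (4.84 CPM in GFP+ cells without B12, log2 fold change 3.04, adjusted p = 0.297, exact permutation p = 0.0159) and had a log2 fold change of 0.85 in vitro (adjusted p = 1.2e-17). For Fgf8 the log2 fold change was 4.30 in vivo (adjusted p = 0.143, exact permutation p = 0.0159), and 1 of the 5 GFP+ libraries, E12, had reads of it. Without E12, Fgf8 was called. In vitro, Fgf8 was at 1.91 ± 2.33 and 7.30 ± 4.64 CPM (permutation p = 1.0e-05). Irx3 and Irx5 were at least 3.04-fold and 4.75-fold higher in RFP+ cells in vivo (exact permutation p = 0.0159 and 0.00794), and their log2 fold changes in vitro were 1.58 and 2.21 (adjusted p = 5.9e-15 and 1.0e-22). Of the 31 genes named for these populations, 8 of the 18 tested in vivo and 18 of the 19 tested in vitro were called over all genes, and 14 and 18 when adjusted over the list alone. The study named its genes partly from these libraries, so the second pair of counts is not independent evidence. DESeq2 in vivo also called Sall1, Fgf8, Irx3, Irx5 and Hand1.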

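Of the genes called in both sources, 214 changed in opposite directions, 103 higher in GFP+ cells in vivo and in RFP+ cells in vitro, and 111 the reverse. A direct test of the difference between the 2 log2 fold changes, each over its own standard error, gave 465 genes at an adjusted p-value under 0.1 among the 8182 tested in both sources (1060 at an unadjusted p-value under 0.05). It included 201 of the 214 genes with opposite directions and 124 of those with the same direction. An interaction term in one edgeR fit over all 4 groups gave 6889 of 12655 genes. That fit assumes one spread for the 4 groups: in simulated counts with no changed gene and each group's own spread it made 5745 calls, and the test with separate standard errors made 0, while it found 0 of 200 changed genes there. The test with separate standard errors was chosen after the spreads had been seen. Embryo and spheroid libraries also lay in different plate columns except column 11.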

585 genes showed different expression patterns compared between in vitro and in vivo. GO analysis of these genes showed enrichment of terms such as ‘cell-substrate adhesion’ (Supplementary Fig. 2c, Supplementary Data 1), which is likely due to differences between the in vivo and in vitro microenvironments. The enrichment of FHF and SHF genes in GFP^+^ and RFP^+^ cells was further confirmed by qPCR analysis (Fig. 2d, Supplementary Data 2). *Isl1* was expressed in both cell types without significant difference in levels (Fig. 2d). This is consistent with our earlier finding (Supplementary Fig. 1e–h) and the previous reports that *Isl1* is a pan-cardiac marker^34,35^. Its expression is however downregulated at E8.5 in GFP^+^ cells (Supplementary Fig. 3), suggesting that *Isl1* is transiently expressed in the FHF. The prolonged expression of Isl1 in RFP^+^ cells may correlate with its required role for SHF development^21,36^.

**Fig. 2:**
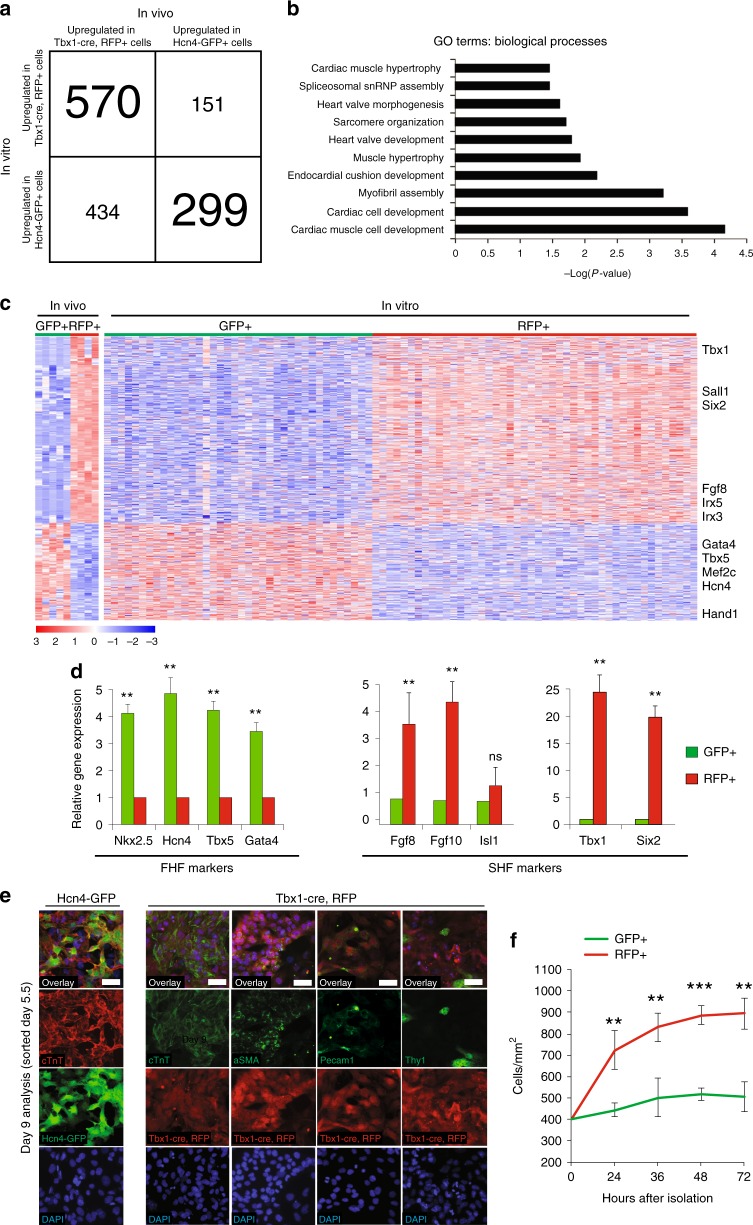
PSC-derived FHF/SHF cells are similar to FHF/SHF cells in embryos. **a** RNA-seq analysis of differentially regulated genes between Hcn4-GFP^+^ and Tbx1-Cre, RFP^+^ CPCs in vivo and in vitro. The DESeq2 package identified 1454 genes that were differentially regulated between Hcn4-GFP^+^ and Tbx1-cre, RFP^+^ CPCs in vivo and in vitro (Benjamini–Hochberg adjusted *p*-value < 0.1). Upregulation in the GFP^+^ or RFP^+^ CPCs was determined using the directionality of fold change from DESeq2. 869 genes showed upregulation in the same CPC population both in vivo and in vitro. **b** Gene Ontology (GO) term analysis of 869 genes identified in **a**. Top ten biological processes enriched in the gene list (Bonferroni adjusted *p*-values < 0.05) are shown. **c** RNA-seq heatmaps of CPCs both in vivo and in vitro using the 869 genes identified in **a**. Heatmaps show row-scaled regularized logarithmic transformation of counts as produced by the DESeq2 package. Hcn4-GFP^+^ and Tbx1-Cre, RFP^+^ CPCs cluster separately based on expression patterns of these genes both in vivo and in vitro. Select known FHF and SHF markers are labeled. **d** qPCR analyses of selected genes involved in early CPC development of PSC-derived Hcn4-GFP CPCs and Tbx1-Cre, RFP isolated day 5.5. Data are mean ± SEM; **p < 0.01; ns, not significant (*p* > 0.05). *p* values were determined using a paired Student’s *t* test. **e** Immunohistochemistry analyses of cTnT, Pecam-1, Tny1, and aSMA at PSC-derived Hcn4-GFP CPCs and Tbx1-Cre, RFP CPCs isolated day 5.5 and analyzed day 9. White scale bars indicate 50 μm. **f** Cell counts of Hcn4-GFP^+^ CPCs and Tbx1-Cre, RFP^+^ CPCs isolated day 5.5. All data are mean ± SEM; *n* = 3; **p < 0.01; ***p < 0.001. *p* values were determined using a paired Student’s *t* test

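To separate the selection of genes from the libraries they sort, each source was scored with the genes called in the other. The score of a library is the mean z-score of genes higher in RFP+ cells minus that of genes higher in GFP+ cells, from log2 CPM. In vitro libraries, scored with 497 RFP+ and 262 GFP+ genes called in vivo, had scores of -0.382 ± 0.155 in GFP+ (SD, n = 38) and 0.316 ± 0.192 in RFP+ libraries (SD, n = 46). The area under the ROC curve was 0.999 (two-sided permutation p = 1.0e-05, the smallest that 100000 resamples can give). In vivo libraries, scored with 3473 RFP+ and 2921 GFP+ genes called in vitro, had scores of -0.135 ± 0.0483 in GFP+ (SD, n = 5) and 0.169 ± 0.0675 in RFP+ libraries (SD, n = 4). Here the area was 1 (two-sided exact permutation p = 0.0159 over 126 splits). Both areas show that the net direction of the genes was shared between the sources. The tests permuted library labels and not genes, and no lists of other genes were scored. Most genes tested in vitro differed, so a list with a small net direction could also sort libraries. The p-values therefore do not measure how closely embryo and spheroid changes match.

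**Figure D1:**
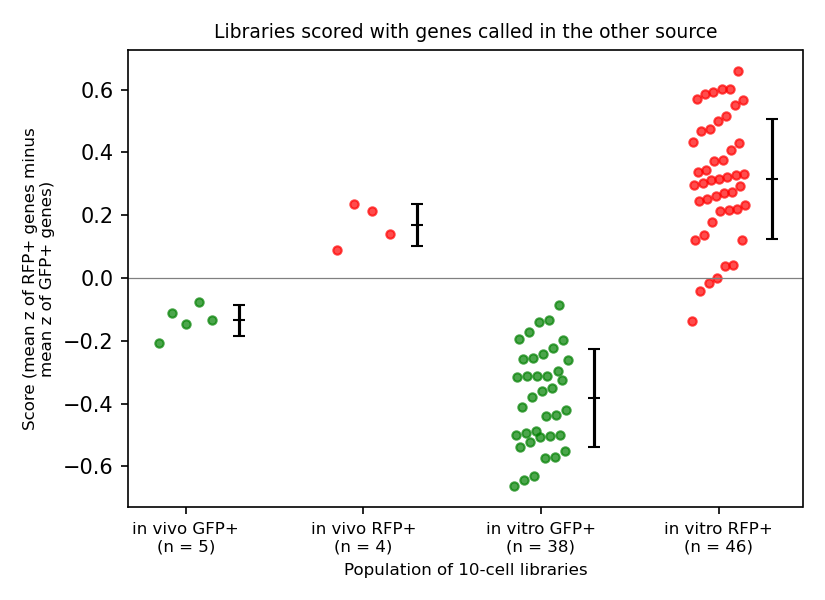
Scores of single libraries (y axis, in units of z) by source and population (x axis), with the mean and SD beside the points. In vivo GFP+ libraries reach at most -0.0766 and in vivo RFP+ libraries start at 0.0889, while in vitro the highest GFP+ score is -0.0852 and the lowest RFP+ score is -0.138.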

To verify the cardiomyogenic potential of PSC-derived GFP^+^/RFP^+^ cells, we isolated the cells immediately after appearance of GFP and RFP (day 5.5), when no cTnT^+^ cells were detected, and differentiated for 4 days. Consistent with the earlier FACS analysis (Fig. 1d), GFP^+^ cells robustly gave rise to cardiomyocytes (Fig. 2e), suggesting that they are committed to a cardiomyogenic lineage. In vivo, SHF progenitors proliferate prior to differentiation and give rise to most cell types of the heart, including cardiomyocytes, the endothelium and fibroblasts (Supplementary Fig. 2d)^8,20,33,37^. Similarly, RFP^+^ cells gave rise to cells positive for cTnT (cardiomyocytes), Pecam-1 (endothelia), α-SMA (smooth muscle), and Thy1 (fibroblasts) (Fig. 2e). As Tbx1 is also expressed in head muscle progenitors in developing embryos^38^, we tested for the early muscle marker Myogenin in the spheroids at day 9. We did not detect meaningful percentages of RFP^+^ and Myogenin^+^ cells (0.26%) compared to RFP^+^ and cTnT^+^ cells (47%) (Supplementary Fig. 2e). In addition, cells positive for the epicardial marker Wilms tumor 1 (WT1) were nearly undetectable (0.062%) (Supplementary Fig. 2e), indicating that RFP^+^ almost exclusively give rise to cardiac lineages.

KEGG pathway analysis revealed increased cell cycle activity in RFP^+^ cells compared to GFP^+^ cells (Supplementary Fig. 2f). 

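The genes of the KEGG pathway were not used here, and a list of 123 cell cycle genes assembled by hand took their place. In vitro, 112 of them were tested, with a median log2 fold change of 0.36. Of these, 73 were called higher in RFP+ and 29 higher in GFP+ cells. In limma's camera test with a preset correlation of 0.01, the list was shifted toward RFP+ cells with p = 0.000349 (0.00105 adjusted over 30 set tests). With an estimated correlation between genes p was 0.351, and fry gave 1.5e-05. In vivo, 104 genes were tested with a median log2 fold change of 0.35, where 65 were higher in RFP+ and 39 in GFP+ cells, and camera gave p = 0.779 and fry 0.000242. Over the list alone, 102 genes were called in vitro and 3 in vivo. The paper's text does not name which of the 2 sources its pathway analysis used.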

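A list of 69 genes of the p53 pathway, also assembled by hand, was shifted toward GFP+ cells in vitro. The median log2 fold change of the 56 genes tested was -0.50, with 33 called higher in GFP+ and 18 higher in RFP+ cells. Camera gave p = 0.0127 (adjusted 0.0317), the estimated correlation p = 0.380 and fry p = 6.5e-06. In vivo, the median of 40 genes was 0.22, with 22 higher in RFP+ and 18 in GFP+ cells (camera p = 0.707, fry p = 0.00464). The list shares cyclins and their kinases with the cell cycle. A list of 32 p53 targets without cyclins had a median of -1.84 over 31 genes in vitro, 27 of them called higher in GFP+ and 2 higher in RFP+ cells, and of -0.48 over 17 genes in vivo, 1 of them called higher in GFP+ and 2 higher in RFP+ cells. In vitro, camera gave p = 1.9e-16 for it and the estimated correlation p = 0.000953, and in vivo p = 0.626 and 0.690. Fry gave p = 1.2e-39 in vitro and 0.0216 in vivo (0.0282 adjusted). Adjusted over the list alone, 51 genes of the pathway were called in vitro and 3 in vivo.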

GFP^+^ cells showed increased activity of the p53 signaling pathway, commonly known as a negative regulator of cell cycle activity (Supplementary Fig. 2g). Consistently, RFP^+^ cells doubled in numbers within 36 h of culture, whereas GFP^+^ cells showed a modest level of proliferation (Fig. 2f). These indicate that RFP^+^ cells represent multipotent and proliferative CPCs analogous to the SHF in vivo. Since PSC-derived GFP^+^ and RFP^+^ represent distinct FHF and SHF CPCs, we tested their potential for heart field/chamber-specific disease modeling. To do this, we knocked down *Tbx5*, the causative gene for Holt-Oram syndrome, which is associated with left-sided ventricular heart malformation including hypoplastic left heart syndrome in humans and mice^39,40^. Reduced levels of Tbx5 significantly decreased the number of cardiomyocytes formed from GFP^+^ cells but had no effect on RFP^+^ cells (Supplementary Fig. 2h). Contrarily, knocking down *Tbx1*, a causative gene for DiGeorge syndrome associated with OT defects, negatively affected the proliferation of RFP^+^ cells, but not GFP^+^ cells (Supplementary Fig. 2i). Together, these findings support the recapitulation of the in vivo process and gene expression of GFP^+^ and RFP^+^ populations in the PSC spheroid system, and thus, this system may be used to model cellular and molecular heart field/chamber-specific events associated with CHDs.

### FHF and SHF progenitors are specified via the Bmp/Smad pathway and a Smad-independent Bmp/Wnt pathway, respectively, in PSC-derived spheroids

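Of the genes called in vivo, 330 were higher in GFP+ and 528 in RFP+ cells. DESeq2 called 591 and 1354. In edgeR the counts were 392 and 482 with DESeq2's size factors, 383 and 483 with TMMwsp, 324 and 542 with total counts, and 362 and 1638 without a filter on low counts. Without RFP+ library G11 the counts were 214 and 399, and without H11 they were 211 and 439. In the simulated counts with no changed gene and the in vivo spreads, every call of the edgeR test was higher in RFP+ cells. With each library's gene length trend taken out, an alternative chosen after seeing the data, 276 and 441 genes were called.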

To gain mechanistic insights into inductive signals of heart fields, we performed ingenuity pathway analysis (IPA)^41,42^ on the lists of 592 and 1377 genes that were differentially upregulated in the GFP^+^ and RFP^+^ cells, respectively. IPA utilizes an input gene list and a curated database of literature-derived pathways to infer which canonical pathways are most significant to the input data set. We focused our analysis on pathways related to “organism growth and development”. IPA inferred that activity of Actin cytoskeleton, Paxillin, Notch and Bmp signaling pathways are enriched in GFP^+^ cells while Wnt activity was enriched in RFP^+^ cells (Fig. 3a, Supplementary Data 1). 

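The curated pathway database was not used here. The molecules that the paper lists for each pathway in Supplementary Data 1 were looked up in the 2 comparisons. Actin cytoskeleton signaling has 18 molecules, all tested in vivo and all higher in GFP+ cells, 15 of them called, with a median log2 fold change of -3.64. In vitro 10 were tested, 9 were higher in GFP+ cells and the median was -0.55. For Paxillin signaling, 8 of 8 were higher in GFP+ cells in vivo (7 called, median -3.12) and 7 of 7 in vitro (6 called, median -0.44). Notch signaling had 6 of 6 higher in GFP+ cells in vivo, 1 of them called (median -2.36), and 3 of 6 in vitro (median -0.01). For BMP signaling, 6 of 6 tested were higher in GFP+ cells in vivo (4 called, median -2.32), and 3 of 5 in vitro (median -0.40). Wnt/β-catenin signaling has 21 molecules. In vivo 9 were tested, all higher in RFP+ cells, 5 of them called, with a median of 4.05, or 2.15 with genes at the limit of 3 counts set to their bound. In vitro 8 of 13 tested were higher in RFP+ cells (6 called) and 5 in GFP+ cells (5 called), with a median of 0.04. Adjusted over the list alone, 18, 8, 6, 6 and 9 molecules were called in vivo and 9, 6, 2, 5 and 11 in vitro. The study drew these molecules from its own calls on these libraries, so these counts are not independent evidence. From its pathway results, the paper infers that Actin cytoskeleton, Paxillin, Notch and Bmp signaling are enriched in GFP+ and Wnt activity in RFP+ cells.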

The high activity of Actin cytoskeleton and Paxillin signaling pathways likely reflects the presence of structural genes in FHF cells. 

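In vivo, Bmp4 was at 186 ± 80.4 CPM in GFP+ (SD, n = 5) and 43.5 ± 29.3 CPM in RFP+ cells (SD, n = 4), a log2 fold change of -2.09 (standard error 0.60, adjusted p = 0.0677). In vitro it was at 43.6 ± 26.6 CPM in GFP+ (SD, n = 38) and 9.90 ± 9.49 CPM in RFP+ cells (SD, n = 46), a log2 fold change of -2.15 (adjusted p = 1.5e-13). The in vivo call was lost without A12, F12, G12 or H11. Bmp2 had a log2 fold change of -4.18 in vivo (standard error 1.59, adjusted p = 0.268, though DESeq2 called it). Its in vivo RFP+ mean was 3.98 CPM, or 1.64 CPM without G11. In vitro, Bmp2 was at 4.14 ± 4.05 and 2.78 ± 2.63 CPM (permutation p = 0.210). Bmpr1a was at 300 ± 294 and 106 ± 31.9 CPM in vivo (log2 fold change -1.51, standard error 0.71, adjusted p = 0.358), a difference within the spread between GFP+ libraries (197 CPM without C12). In vitro it was at 110 ± 24.3 and 114 ± 24.0 CPM (log2 fold change 0.04, adjusted p = 0.841), and -0.10 under a filter of at least 10 counts in every library of a group. Axin2 had no reads in vivo in GFP+ cells and was at 11.6 ± 2.45 CPM in RFP+ cells, at least 4.43-fold higher (adjusted p = 0.00829), with a log2 fold change of 0.70 in vitro (standard error 0.14, adjusted p = 8.0e-06). Dkk1 was not detected in GFP+ cells in vivo and was at 5.71 ± 7.89 CPM in RFP+ cells (exact permutation p = 0.0476; 1.86 CPM without F12), with a log2 fold change of 0.75 in vitro (standard error 0.30, adjusted p = 0.0190). Fzd5, Fzd8 and Fzd10 had no reads in GFP+ cells in vivo and 5.01, 2.26 and 3.67 CPM in RFP+ cells (exact permutation p = 0.00794, 0.0476 and 0.00794). Against 3 counts per GFP+ library, the RFP+ means of Fzd5, Fzd8 and Fzd10 were 1.92, 0.864 and 1.41 times that limit. No higher level is thus shown for Fzd8. Fzd5 was at 3.09 CPM without F12 and Fzd8 at 0.942 CPM without G11. Dkk1 was at 2.19 times the limit, but at 0.713 times without F12, so the other libraries show no higher level. In vitro, Fzd5 was higher in GFP+ cells (log2 fold change -1.54, standard error 0.24, adjusted p = 1.6e-08), and Fzd8 and Fzd10 did not differ beyond the spread between wells (permutation p = 0.245 and 0.642).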

Notably, the key members of Bmp or Wnt/β-catenin signaling components—BmpR1a, Bmp2 and Bmp4 or Axin2, Fzd, and Dkk1—were upregulated in GFP^+^ or RFP^+^ cells, respectively (Fig. 3b).

**Fig. 3:**
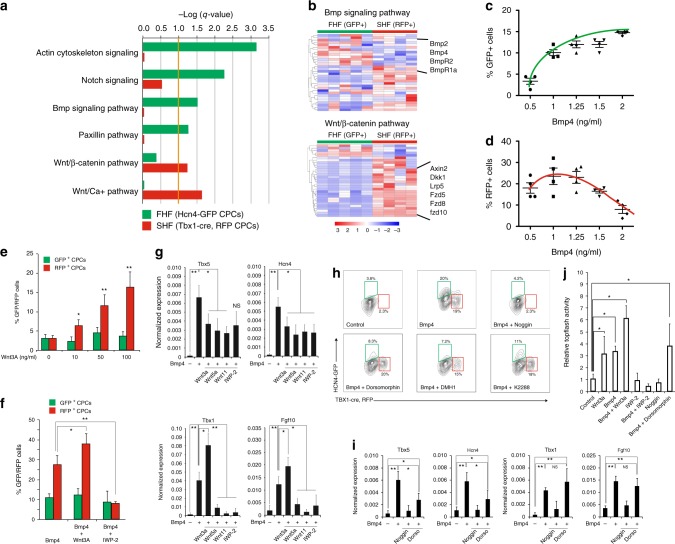
Bmp and Wnt activities regulate heart field specification in cardiac spheroids. **a** Ingenuity pathway analysis of genes differentially expressed in Hcn4-GFP^+^ and Tbx1-Cre, RFP^+^ CPCs in vivo. We focused our analysis on pathways involved with “organism growth and development”. Data are shown as logarithm of Benjamini–Hochberg adjusted p-value, with threshold for significance of *p*-value < 0.1. **b** RNA-seq heatmaps of selected differentially regulated genes (Benjamini–Hochberg adjusted *p*-value < 0.1) from Bmp signaling pathway and Wnt/β-catenin pathways. Data are shown as row-scaled regularized logarithmic transformation of counts as produced by the DESeq2 package. **c** Vertical scatter plot showing the effect of increasing Bmp4 on formation of Hcn4-GFP^+^ CPCs (green trend line). **d** Vertical scatter plot showing the effect of increasing Bmp4 on formation of Tbx1, RFP + CPCs (red trend line). Both analyses (**c**, **d**) were performed on GFP^+^/RFP^+^ percentages from flow cytometric analyses in Fig. 1d. **e** Number of Hcn4-GFP^+^ CPCs and Tbx1-Cre, RFP + CPCs after induction with increasing concentrations of Wnt3A. **f** Number of Hcn4-GFP^+^ CPCs and Tbx1-cre, RFP + CPCs after induction with Bmp4 (1.25 ng/mL) in combination with Wnt3A. **g** qPCR analyses of Tbx5, Hcn4, Tbx1, and Fgf10 after induction with Bmp4 (1.25 ng/mL) alone or in combination with Wnt3a (100 ng/mL), Wnt5A (100 ng/mL), Wnt11 (100 ng/mL), and IWP-2 (0.5 μM). **h** Representative FACS plots of Hcn4-GFP^+^ and Tbx1-cre, RFP^+^ CPCs at day 5.5. **i** qPCR analyses of Tbx5, Hcn4, Tbx1, and Fgf10 after induction with Bmp4 (1.25 ng/mL) alone or in combination with Noggin (100 ng/mL) or dorsomorphin (100 nM), K2288 (100 nM), and DMH1 (100 nM). **j** Topflash assay after induction (88 h of differentiation) with Bmp4 (1.25 ng/mL) or Wnt3A (100 ng/mL) alone or in combination with Wnt3a, IWP-2, Noggin or Dorsomorphin. All data are mean ± SEM; *n* = 3; *p < 0.05; **p < 0.01. *p* values were determined using a paired Student’s *t* test

We initially evaluated the effect of Bmp signals during heart field specification. In order to minimize the possibility of influencing heart field cells after induction, all of the data were analyzed within 12 h after the appearance of GFP^+^/RFP^+^ cells. We found that increasing Bmp4 levels promote induction of both GFP^+^ cells and RFP^+^ cells, but only GFP^+^ cells responded in a dose-dependent manner (Fig. 3c, d). RFP^+^ cells were also induced, but their induction was generally maintained except at the highest concentration (Fig. 3d). On the other hand, increasing levels of Activin A, a key ligand for Activin/TGF-β signaling, had no apparent effect (Supplementary Fig. 4a). This suggests that Bmp signaling promotes FHF specification and may allow SHF specification. Interestingly, increasing concentrations of Wnt3A correlated with increased numbers of RFP^+^ cells but did not affect GFP^+^ cells (Fig. 3e). This indicates that Wnt signaling specifically promotes specification of the SHF. Intriguingly, the observed Bmp4-mediated induction of RFP^+^ cells was abolished by the porcupine inhibitor IWP-2, a potent inhibitor of Wnt secretion (Fig. 3f). This suggests that Bmp signaling specifies the SHF via endogenous Wnt ligands.

To investigate the crosstalk between Bmp and Wnt signals, we treated the spheroids with Bmp4 and Wnts in combinations and analyzed expression levels of FHF (*tbx5, hcn4*) and SHF (*tbx1, fgf10*) markers. Similar to the earlier finding, Bmp4 alone increased expression of both heart field markers, but SHF marker expression was suppressed, when IWP-2 was added (Fig. 3g). Likewise, the addition of Wnt3A resulted in a further increase of the SHF markers and a reduction of the FHF markers (Fig. 3g). The combination with Wnt5A or Wnt11 caused an overall reduction of all markers (Fig. 3g), indicating that noncanonical Wnts signaling do not regulate heart field specification. These data suggest that Bmp signaling may increase canonical Wnt signaling for SHF specification. To test this, we measured canonical Wnt activity with its readout Topflash. Indeed, treatment with Bmp4 alone increased topflash activity, and the activity was further increased when the cells were treated in combination of Bmp4 and Wnt3A (Fig. 3j).

Based on our finding that Bmp signals promote both heart field specification and Wnt activity, we further tested if Bmp signals are necessary for these events, done by treating the spheroids with Noggin, which blocks Bmps from binding their receptors^43^. The treatment abolished Bmp’s inductive effects on GFP^+^/RFP^+^ cells, accompanied with markedly reduced Wnt activity (Fig. 3h). Since Bmp-mediated induction of RFP^+^ cells requires Wnt signaling, these data suggest that Bmp signaling is required and sufficient for specifying both FHF and SHF cells and activates Wnt signaling for the SHF specification. Notably, dorsomorphin, DMH1, and K2288, selective Bmp type I receptor inhibitors of SMAD-dependent signaling^44,45^, suppressed GFP^+^ cell induction and FHF genes without significantly affecting RFP^+^ cells, SHF genes, and Wnt activity (Fig. 3h–j). This was further supported by the co-treatment of cardiac spheroids with Noggin or dorsomorphin, which showed inhibition or no effect, respectively, on the Bmp-mediated increase in topflash activity. Together, these data suggest that FHF cells are specified through the BMP/SMAD pathway, whereas SHF cells are specified via a SMAD-independent BMP/Wnt pathway.

### Cxcr4 identifies SHF progenitors in vivo and in vitro

Developing a non-genetic way to identify and isolate specific cell types is crucial for PSC-based regenerative medicine. We therefore searched for cell surface markers enriched in FHF or SHF cells. By RNA-sequencing analysis, we identified 240 differentially expressed surface receptors between GFP^+^ and RFP^+^ cells (Fig. 4a). 

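In vitro, Cxcr4, on chromosome 1 of mm10, was at 3.41 ± 2.56 CPM in GFP+ (SD, n = 38) and 13.4 ± 5.36 CPM in RFP+ cells (SD, n = 46), a log2 fold change of 1.90 (standard error 0.19, adjusted p = 9.2e-16 from edgeR). Epha2, on chromosome 4, was at 17.6 ± 9.32 and 35.9 ± 11.0 CPM, a log2 fold change of 0.99 (standard error 0.13, adjusted p = 8.3e-11). Both genes were detected in all 46 RFP+ libraries. Of the 38 GFP+ libraries, 35 had reads of Cxcr4 and 37 of Epha2. In vivo, Cxcr4 was at 1.59 CPM in GFP+ and 2.07 CPM in RFP+ cells (exact permutation p = 0.317). It had at most 6 counts in any in vivo library, so a difference is neither shown nor excluded. Epha2 was at 1.97 and 24.8 CPM in vivo and was not called (adjusted p = 0.351 from edgeR, exact permutation p = 0.0238). For the in vivo difference, the paper cites qPCR. The list of surface receptors was not analysed here.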

Given that SHF cells are migratory^37,46^, we focused on genes involved in cell mobilization and identified the two receptors C-X-C Chemokine Receptor type 4 (Cxcr4) and Ephrin type-A receptor 2 (EphA2), which were both upregulated in the RFP^+^ cells compared to GFP^+^ cells in vitro. Their differential expression was confirmed by qPCR in vivo and in vitro (Fig. 4b, Supplementary Fig. 5a). In order to determine the expression in vivo, we analyzed expression of Cxcr4 and Epha2 along with other cardiac markers in the Mesp1-derived progeny in the mesodermal core of the 2nd pharyngeal arch at E9.0, which harbors undifferentiated and expansive SHF-CPCs^37^. To do this, we dissociated arches from *Mesp1*^*Cre*^; *Ai9* mice and isolated RFP^+^ and RFP^−^ cells by FACS followed by qPCR analysis. Both Cxcr4 and Epha2 were significantly enriched in RFP^+^ CPCs compared to RFP^-^ cells (Supplementary Fig. 5a). While *Epha2* levels were increased in the developing heart, the *Cxcr4* expression pattern was similar to that of undifferentiated CPC markers (*Tbx1, Fgf10, Isl1*), indicating that Cxcr4 exclusively marks undifferentiated SHF-CPCs (Supplementary Fig. 5a). We further confirmed the co-expression of Isl1 and Cxcr4 in the mesodermal core of PA2 by immunohistochemistry (Supplementary Fig. 5b). Additionally, FACS analyses of GFP^+^/RFP^+^ CPCs at day 5.5 confirmed that Cxcr4 exclusively marks Tbx1-Cre, RFP^+^ but not Hcn4^−^GFP^+^ CPCs in cardiac spheroids (Fig. 4c).

**Fig. 4:**
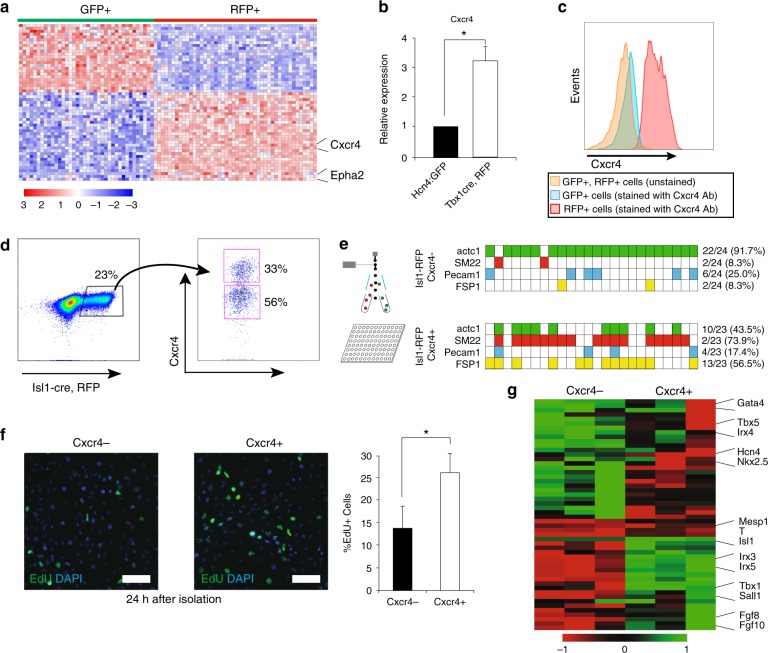
Cxcr4 marks SHF progenitors in mouse PSC-derived spheroids and in embryos. **a** RNA-seq analysis of differentially expressed surface receptors between Hcn4-GFP^+^ and Tbx1-cre, RFP^+^ CPCs in vitro. We identified 240 differentially expressed surface receptors of which the top 55 are shown here (all with Benjamini–Hochberg adjusted *p*-value < 0.05). **b** qPCR analysis of Cxcr4 expression in Hcn4-GFP + and Tbx1-cre, RFP + CPCs. Data are mean ± SEM; *n* = 3; *p < 0.05; *p* values were determined using a paired Student’s *t* test. **c** Representative flow histograms of Cxcr4 staining of Hcn4-GFP^+^ and Tbx1-cre, RFP^+^ CPCs compared to unstained GFP^+^/RFP^+^ CPCs. **d** Representative flow cytometric analysis and sorting strategy of Isl1-cre, RFP^+^ CPCs (left) and Cxcr4^−/+^ CPCs (right). **e** Clonal cell-fate assay showing qPCR results from 2 × 24 single-cell Cxcr4^−^ and Cxcr4^+^ clones, sorted and plated at day 5.5 and analyzed 7 days later. Solid colors represent expression of the gene of interest (Ct value < 30). Green: cTnT, Red: SM22, Blue: Pecam1, Yellow: FSP1/S100A4. **f** Cxcr4^−^/+CPCs isolated day 5.5, treated with EdU 24 h after isolation and stained for EdU and DAPI. Scale bars represent 50 μm, bar graph shows quantification of EdU + CPCs, Data are mean ± SEM; *n* = 4; *p < 0.05; *p* values were determined using a paired Student’s *t* test. **g** Microarray analysis showing expression of cardiac genes in Isl1-cre, RFP^+^ vs. Isl1-cre, RFP^-^ CPCs isolated day 5.5

To determine whether Cxcr4 marks SHF-CPCs in vitro, we generated an ESC line from *Isl1*^*Cre*^; *Ai9*; *MHC*^*GFP*^ mice in which RFP permanently marks Isl1 progeny and cardiomyocytes can be identified by GFP expression^47^. After 5.5 days of differentiation, Cxcr4 identified a subset of RFP^+^ CPCs (Fig. 4d, Supplementary Fig. 5d). RFP^+^/Cxcr4^−^ or Cxcr4^+^ cells were FACS- isolated with Cxcr4 antibody and analyzed with qPCR. Accordingly, the FHF markers *Hcn4, Tbx5, Nkx2.5*, and *Gata4* were enriched in Isl1-Cre, RFP^+^/Cxcr4^−^ CPCs, whereas the SHF markers *Fgf10* and *Tbx1* were enriched in RFP^+^/Cxcr4^+^ cells (Supplementary Fig. 5c). *Isl1* levels were not significantly different between Cxcr4^+^ and Cxcr4^−^ CPCs, similar to the expression levels in Hcn4^−^GFP^+^, Tbx1-Cre, RFP^+^ CPCs (Supplementary Fig. 5c). In order to determine the cardiac differentiation potential of the two populations, single RFP^+^/Cxcr4^−^ or Cxcr4^+^ cells were isolated from day 5.5 spheroids and clonally expanded for 7 days. We found that RFP^+^/Cxcr4^−^ cells primarily differentiated into cardiomyocytes, while RFP^+^/Cxcr4^+^ cells gave rise to multiple cardiac lineages (Fig. 4e). RFP^+^/Cxcr4^+^ cells were more proliferative than RFP^+^/Cxcr4^−^ cells, determined by nucleoside 5-ethynyl-2′-deoxyuridine (EdU) incorporation (27% vs. 14%) (Fig. 4f). The cellular identities of Cxcr4^+^ or Cxcr4^−^ cells were further confirmed by microarray analysis (Fig. 4g, Supplementary Data 3). These data suggest that PSC-derived FHF or SHF cells can be distinguished and purified based on their expression of Cxcr4. By qPCR we confirmed that *Epha2* levels were elevated in Cxcr4^+^ CPCs. Likewise, FACS analyses demonstrated that Epha2 marked a subset of RFP^+^ CPCs similar to Cxcr4. Accordingly, Cxcr4 levels were increased in RFP^+^, Epha2^+^ cells while Tbx1 and Tbx5 showed a similar expression pattern to that of RFP^+^, Cxcr4^+^ CPCs, implying that Cxcr4 and Epha2 marks the same population of SHF CPCs. Finally, we validated the cardiac disease modeling potential in Isl1-Cre, RFP^+^, Cxcr4^+/−^ CPC populations by knocking down *Tbx5* and *Tbx1*. Importantly, Tbx5 knockdown only affected cardiogenesis in Cxcr4^−^ CPCs (Supplementary Fig. 5e), whereas Tbx1 knockdown only had an effect on Cxcr4^+^ CPCs (Supplementary Fig. 5f), similar to the knockdown experiments in Hcn4^−^GFP^+^ and Tbx1-Cre, RFP^+^ CPCs (Supplementary Fig. 2h, i).

Taken together, these results demonstrate how Cxcr4 and Epha2 expression identifies undifferentiated SHF-CPCs, and how Cxcr4 and EphA2 may be used to develop non-genetic approaches to isolate undifferentiated CPCs from mouse PSC cultures.

### CXCR4 identifies SHF progenitors in human iPSC spheroids

To determine whether two heart fields are induced in human PSCs, we devised a protocol for hiPSCs to generate spheroids based on Bmp4 and Wnt activation with the small-molecule inhibitor Chir99021 that allows induction of high percentages of ISL1 CPCs^48^ (Fig. 5a). At day 5.5, we isolated CXCR4^−^ and CXCR4^+^ cells from the spheroids by FACS and approximately 75–80% of cells in both populations expressed the CPC marker ISL1, indicating a commitment to the cardiac lineage (Fig. 5b, c). In addition, we analyzed the expression of heart field genes in the sorted CPCs. Similar to the mouse PSC system, the FHF genes (*HCN4*, *TBX5, GATA4*) or the SHF genes (*TBX1*, *FGF10, FGF8*) were highly upregulated in CXCR4^−^ cells or CXCR4^+^ cells, respectively (Fig. 5d, Supplementary Data 2). The CXCR4^+^ cells were more proliferative than CXCR4^−^ cells while CXCR4^−^ cells were more cardiomyogenic than CXCR4^+^ cells (62% vs. 38%) (Fig. 5e–g). After differentiation, CXCR4^+^ cell progeny expressed high levels of smooth muscle, endothelial, and fibroblast markers (Fig. 5f and Supplementary Fig. 6), supporting their multipotency, while cells derived from CXCR4^−^ CPCs expressed high levels of cardiomyocyte markers and low levels of endothelial/fibroblast markers (Fig. 5f). These data suggest that FHF and SHF cells are generated and distinguished by CXCR4 expression in human iPSC spheroids.

**Fig. 5:**
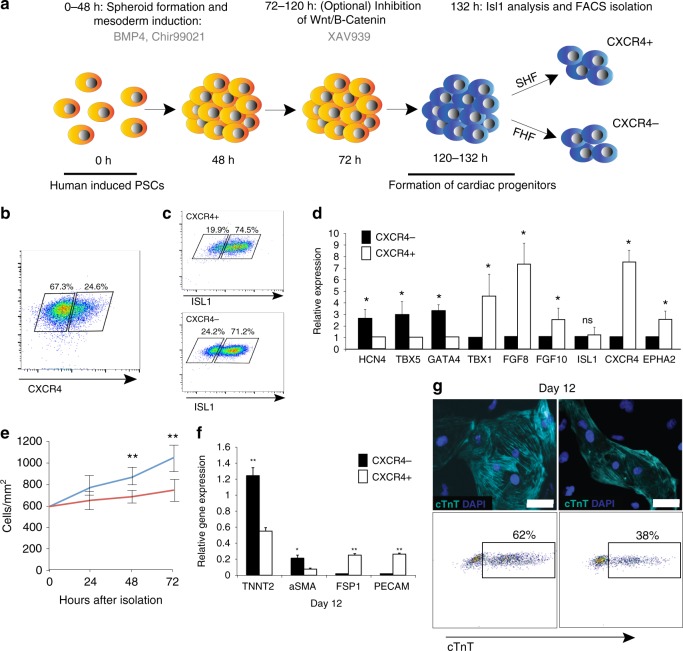
CXCR4 identifies SHF progenitors in human iPSC-derived spheroids. **a** Schematic of the strategy used to generate and differentiate hiPSC-derived cardiac spheroids. **b** Representative flow cytometric analyses showing the number of CXCR4^−^ and Cxcr4^+^ cells at day 5.5. **c** Representative flow cytometric analysis showing the number of human Isl1^+^ cells in the sorted populations of CXCR4^+^ and CXCR4^−^ CPCs. **d** qPCR analyses of CXCR4^−^ and CXCR4^+^ cells isolated at day 5.5. Data are mean ± SEM; *p < 0.05; **p < 0.01; ns not significant (*p* > 0.05). *p* values were determined using a paired Student’s *t* test. **e** Cell counts of CXCR4^−^ and CXCR4^+^ cells isolated day 5.5. Data are mean ± SEM; **p < 0.01. *p* values were determined using a paired Student’s *t* test. **f** qPCR analysis of Tnnt2, aSMA (smooth muscle cell marker), Fsp1 (fibroblast marker), and PECAM (endothelial cell marker) in cells derived from Cxcr4^−^ and CXCR4^+^ CPCs isolated at day 5.5, re-plated as monolayers and isolated at day 12. Data are mean ± SEM; *n* = 3 *p < 0.05; **p < 0.01; ns not significant (*p* > 0.05). *p* values were determined using a paired Student’s *t* test. **g** Representative images of human cardiomyocytes from CXCR4^−^ and CXCR4^+^ derived cardiomyocytes at day 12 (Above) and representative flow cytometric analyses of cTnT^+^ cardiomyocytes at day 12 (Below). White scale bars indicate 25 μm

## Discussion

In the current study, we used mouse and human PSCs to model the earliest stages of heart field development, with the goal to identify the inductive signals of the two heart fields and to create a model system that allows the study of heart field-specific developmental events. The derivation of embryonic stem cells from developing *Hcn4-GFP; Tbx1-Cre; Ai9* embryos allowed us to directly compare CPCs between in vivo and in vitro, and thereby use mouse embryos as reference for heart field specification in vitro. In particular, the use of the *Tbx1-Cre* allele allowed us to trace and follow RFP^+^ progeny in the spheroid system. While an earlier study used a two-reporter system with Mef2c/Nkx2.5 enhancer-driven RFP/GFP, the analysis was done at a later stage (E9.5), when the heart is present^49^. The findings from this work provide a scheme of which distinct heart field populations are specified during gastrulation by gradients of Bmp and Wnt/β-catenin signaling and can be identified by based on Cxcr4 expression (Supplementary Fig. 7). We propose that the FHF is induced by Bmp/Smad signaling during gastrulation stage, whereas the SHF is induced by Bmp-mediated activation of canonical Wnt signaling. Collectively, these new insights are expected to provide a framework for studying the earliest stages of mammalian cardiac development and a platform for efficient generation of chamber-specific progenitors for human iPSC-based heart disease modeling.

Our findings that the LIM homeodomain transcription factor Isl1 progeny give rise to the entire heart is supported by several earlier studies^31,34,35,50^. Isl1 has been regarded a SHF marker since it was first described in a fate-mapping study with *Isl1*-*IRES-Cre* mice, where Cre was inserted into the exon encoding a LIM domain^21,36^, and since Isl1-null embryos primarily affect development the OFT and RV^21^, indicating that Isl1 plays an essential role in development of the SHF and structures derived thereof. However, retrospective lineage tracing experiments using an efficient *Isl1*-Cre knock-in mouse line showed that most cells in the LV also originate from Isl1-expressing cells^31^. Other studies have reported that Isl1 protein is expressed at E7.5 throughout the anterior intra-embryonic coelomic walls and proximal head mesenchyme, regions that encompass both the FHF and the SHF in mouse^34^, and more recently, that Isl1 is expressed in Tbx5-expressing cells isolated from the cardiac crescent^35^, implying that Isl1 may be temporarily expressed in both heart fields. It has been suggested that the inefficient recombination activity of the original *Isl1*-IRES-Cre might have contributed to the conclusion made earlier^51^. We therefore conclude that Isl1 is a pan-cardiac marker, expressed in all undifferentiated CPCs similar to the transcription factor Sall1^29^.

Based on our observations and the FACS analyses, GFP^+^ and RFP^+^ cells appear invariably around the same time. We have not observed any specific cases when one reporter appears first. However, there are several developmental and technical considerations that make it difficult to conclude the order of their induction: first, while both of the FHF and the SHF appear at the cardiac crescent stage (E7.25–7.75), our and published studies suggest that their precursors might be specified during gastrulation (E6.5–7.0)^7,8^. Second, there might be a slight delay as RFP expression is activated upon Tbx1-Cre expression. Finally, Hcn4-GFP is a fusion protein emitting signals lower than RFP.

The concept that both heart fields are specified in nascent mesoderm is supported by two studies^7,8^, where FHF and SHF progenitors were shown to be present in two temporal pools of Mesp1-expressing cells during gastrulation. Although the fluorescent reporters we used to visualize the two heart fields are not activated during germ layer formation, the findings from our precardiac spheroid system clearly demonstrate that their specification is positively regulated by Bmp and Wnt signals during a gastrulation stage, which is defined by a temporal expression of Brachyury and Mesp1 (Supplementary Fig. 4b)^5,7,8,11^. It will be of great importance to determine the specific inductive roles of the two morphogens in heart field formation in vivo.

Curiously, increasing levels of Activin A did not have a significant effect on cardiogenesis and no overall effect on heart field induction. This may suggest a broader role of Activin A in mesoderm formation. This is supported by the previous report that signaling from the Activin A receptor Acvr1b regulates the fates of mesendoderm progenitors^13^. In fact, Acvr1b signaling was shown to favor endoderm formation by repressing expression of members of the Id family of DNA-binding protein inhibitors, whereas its reduction depresses Id genes and promotes cardiac mesoderm formation^13^. Bmp signaling directly activates transcription of Id1^52,53^, which is necessary and sufficient to induce cardiac differentiation in mouse and human PSCs via upregulation of FHF genes, but not SHF genes^13^. In addition, mice deficient of Id1-4 fail to express the FHF genes Smarcd3, Tbx5, and Nkx2.5 in the anterior region of the cardiac crescent^13^, suggesting that Bmp signaling may activate the FHF program through Id genes. Consistently, our RNA-sequencing analysis revealed that Id1, 2, and 4 were upregulated in Hcn4-GFP^+^ CPCs at day 5.5.

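At day 5.5 in vitro, Id2 was at 407 ± 142 CPM in GFP+ (SD, n = 38) and 244 ± 88.5 CPM in RFP+ cells (SD, n = 46), a log2 fold change of -0.77 (standard error 0.11, adjusted p = 2.2e-09 from edgeR). Id1 was at 110 ± 44.1 and 91.6 ± 26.7 CPM, a log2 fold change of -0.28 (standard error 0.11, adjusted p = 0.0151), and a permutation test of log2 CPM gave p = 0.0631. Id4 was at 3.01 ± 3.51 and 0.954 ± 1.55 CPM, under the filter on low counts (permutation p = 0.000180, 0.000267 adjusted over 40 genes). DESeq2 called Id4 with a log2 fold change of -1.70.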

Activin A and Bmp4 were shown to play a pivotal role in generating distinct subpopulations of mesoderm in a human PSC system^54^. They are distinguished by expression of RALDH2 and CD235a/CYP26A1 and give rise to atrial and ventricular cardiomyocytes, respectively^54^. The specification of ventricular progenitors was dependent on a higher ratio of Activin A to Bmp4 signaling than one required for the atrial lineage^54^. We found that ALDH1A2 (RALDH2) was highly expressed in SHF CPCs both in vivo and in vitro. This may suggest that SHF progenitors contain RALDH2^+^ atrial progenitors.

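Aldh1a2, on chromosome 9 of mm10, was at 21.0 ± 23.2 CPM in GFP+ (SD, n = 38) and 82.1 ± 52.8 CPM in RFP+ cells (SD, n = 46) in vitro, a log2 fold change of 1.89 (standard error 0.24, adjusted p = 4.8e-11 from edgeR). In vivo it was at 39.4 ± 55.9 CPM in GFP+ (SD, n = 5; 19.4 CPM without A12) and 64.7 ± 39.3 CPM in RFP+ cells (SD, n = 4), a log2 fold change of 0.71 (standard error 1.70, adjusted p = 0.949, exact permutation p = 0.159). Reads of it were found in 2 of the 5 in vivo GFP+ libraries and in all 4 RFP+ libraries, and the in vivo difference was within the spread between libraries.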

The finding that Bmp4-mediated upregulation of canonical Wnt signaling is necessary for specification of multipotent cardiac progenitors provides new insights into how the distinct heart fields are specified. In vivo, Bmp4 and Wnt/β-catenin signaling plays critical roles in early cardiogenesis^55,56^. However, it remains unclear which cell types secrete Bmp and Wnt ligands and how these signals influence early heart field development. Our findings suggest that the Bmp4-receiving cells, giving rise to the FHF, may play an inductive role for SHF specification via positive regulation of expression of Wnt ligands. While evidence presented here show the presence of distinct pathways regulating these events, additional studies will be necessary to elucidate the precise mechanisms.

The ability to recapitulate and monitor heart field development in a PSC system has enabled us to investigate the molecular pathways that regulate early cardiac fate decisions. Our findings emphasize the importance of the PSC system in understanding the earliest stages of cardiac development. In fact, the system offers many advantages, such as an unlimited source to generate mesodermal cells, cell differentiation in a defined condition, and time-lapse capability, and can avoid the experimental difficulties associated with gastrulation-stage embryos such as size, staging, and quantity. 

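Over the 8182 genes tested in both sources, 58.4% had a log2 fold change of the same sign in vivo and in vitro. Across these genes, the 2 log2 fold changes had a Pearson's r of 0.19 and a Spearman's rho of 0.21, and genes are not independent replicates. Without the log, CPM in vivo and in vitro had an r across genes of 0.503 in GFP+ and 0.941 in RFP+ cells. The level of single genes differed between the sources: in CPM of the total counts, Actc1, which encodes cardiac actin, was at 14008 ± 5436 CPM in GFP+ cells in vivo (SD, n = 5) and at 20.0 ± 44.6 CPM in vitro (SD, n = 38). A mean of 4.79% ± 1.63 of the counts of in vivo GFP+ libraries (SD, n = 5) fell on 30 sarcomere genes, against 0.107% ± 0.0517 in vitro (SD, n = 38).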

While expression trend patterns between FHF and SHF corresponded very well between in vitro and in vivo, absolute expression values (for example, normalized counts) did not correspond well between in vivo and in vitro. This phenomenon is not unique to our study but rather observed frequently in in vitro, stem cell-derived tissue models^57^. It will be important to investigate how the values are differentially regulated in vitro.

There are several heart field/chamber-specific CHDs including hypoplastic left heart syndrome and hypoplastic right heart syndrome^27,58^ as well as some chamber-specific cardiomyopathies and tachyarrhythmias like arrhythmogenic right ventricular cardiomyopathy or right ventricular outflow track ventricular tachycardia^59,60^. The pathogenesis of these diseases has remained unexplored to a significant extent, partly due to the inability to obtain cardiac tissue from patients. Thus, our method is expected to offer a unique opportunity to study heart field/chamber-specific cardiac diseases using patient derived transgene-free CPCs.

## Methods

### Generation of Hcn4-GFP, Tbx1-Cre, Ai9 mice, and ESCs

Hcn4-GFP, Tbx1C, Ai9 mice were obtained by crossing Hcn4-GFP mice^32^ with Tbx1-Cre mice^17^ and Ai9 reporter mice (stock no. 007909, Jackson Laboratory). The appearance of the vaginal plug was considered as day 0.5 of gestation (E0.5). Mouse ESCs^*Hcn4-GFP; Tbx1-Cre; Ai9*^ were derived from blastocysts (E3.5) harboring Hcn4-GFP; Tbx1-Cre; Ai9 and mESC^*Isl1-Cre, α MHC-GFP -GFP; Ai9*^ were derived from blastocysts (E3.5) harboring Isl1-Cre^36^, αMHC-GFP^47^; Ai9. All animals were housed at the Johns Hopkins Medical Institutions. All protocols involving animals followed U.S. NIH guidelines and were approved by the animal and care use committee of the Johns Hopkins Medical Institutions.

### Cell work

Mouse ESCs and human iPSCs were maintained and differentiated as previously described^5,37,61^. Briefly, mESCs were maintained on gelatin-coated dishes in maintenance medium (Glasgow minimum essential medium supplemented with 10% fetal bovine serum and 3 μM Chir99021 and 1 μM PD98059 or 1000 U/mL ESGRO (Millipore, Billerica, MA), Glutamax, sodium pyruvate, MEM non-essential amino acids (Thermo Fisher Scientific). For spheroid formation and differentiation, mouse ESCs were plated in IMDM/Ham’s F12 (Cellgro) (3:1) supplemented with N2, B27, penicillin/streptomycin, 2 mM GlutaMAX, 0.05% BSA, 5 ng/mL l-ascorbic acid (Sigma-Aldrich) and α-monothioglycerol (MTG; Sigma-Aldrich) at a final density of 100,000 cells/mL to allow spheroid formation. After 48 h spheroids were collected and transferred to ultra-low attachment plastic surface and induced for 40 h with Activin A, Bmp4, Wnt3A, Wnt5A, Wnt11 (R&D Systems) alone or in combination. Human iPSCs were maintained in Geltrex-coated T25 flasks using Essential 8 medium. For spheroid formation and differentiation, hiPSCs were plated in RPMI plus B27 minus insulin with Bmp4 and CHIR99021 and incubated for 48 h. After 48 h media was changed to RPMI plus B27 minus insulin for 24 h followed by 48 h of treatment with XAV939 (Sigma-Aldrich). The hiPSC line used in this study was previously developed by Dr. Shinya Yamanaka’s laboratory^62^.

### siRNA, transfection, and luciferase assays

For *Tbx1 and Tbx5* knockdown experiments, Tbx1 and Tbx5 ON-TARGETplus SMARTpool siRNA or scrambled siRNA (Dharmacon/Thermo Fisher Scientific) was used at 5 nM for cell transfection. Cells were transfected with Lipofectamine LTX (Life Technologies) in single-cell suspensions. For TOP-flash luciferase assays, mESCs were transfected with Topflash constructs and renilla constructs and analyzed as previously described^5^.

### Live cell imaging, EdU labeling, immunohistochemistry, and microscopy

For live imaging, single cardiac organoids were plated in round bottom ultra-low plates (Cat# 7007, Corning, Inc). Each well was imaged every hour for GFP and RFP expression up to 96 h using a BZ-9000 Fluorescence Microscope (Keyence). For EdU analysis, Click-it EdU kit (Life Technologies) was used followed by immunostaining with primary and secondary antibodies. For whole-mount staining, embryos were fixed in 4% paraformaldehyde overnight and then 30% sucrose and then incubated with primary and secondary antibodies. For immunohistochemistry, embryos were fixed in 4% paraformaldehyde overnight and then 30% sucrose, and then embedded in OCT, sectioned and stained using standard protocols. Antibodies used were: mouse α-Islet1 (1:200; Cat. 39.3F7 Developmental Studies Hybridoma Bank, Iowa City, IA), rat α-RFP (1:200; Cat. 5F8 Chromotek), chicken GFP (1:500; Cat A10262 Invitrogen), rabbit Cxcr4 (1:500; Cat. 119-15995 Biotrend), rabbit αSMA (1:200; Cat. Ab5694 Abcam), Pecam-1 (1:100; Cat. 553371 BD Biosciences), Thy1 (Cat. 17-0902-82 eBiosciences), mouse cardiac TnT (1:500; Cat. MS-295-P1Thermo Fisher). Alexa Fluor secondary antibodies (1:500; Life Technologies) were used for secondary detection and images were acquired with an Evos fl microscope.

### Flow cytometry and cell sorting

Mouse embryos (E7.75) were dissected using forceps under a stereomicroscope (Zeiss) and regions of interest were dissociated and harvested using TrypLE. Embryoid bodies (EBs) and cells were dissociated and harvested using TrypLE. Single-cells were analyzed for RFP/GFP expression or sorted using a SH800 Cell sorter (Sony Biotechnologies). Live cells were analyzed for RFP and GFP expression and stained with antibodies targeting for the presence of appropriate markers. Cells were stained with the following antibodies: anti-mouse Cxcr4 conjugated with PerCP-eFluor 710 (1:200; 46-9991-80 eBiosciences) anti-mouse EphA2 conjugated with APC (1:100; Cat. FAB639A R&D systems), anti-human Cxcr4 conjugated with PE or APC (1:25; Cat. FAB170P R&D systems). For cTNT and Isl1 expression, cells were fixed with 4% paraformaldehyde (PFA) for 10 min, permeabilized with saponin (Sigma), stained with either mouse cTNT (1:500, Cat. MS-295-P1 Thermo Scientific) or mouse Islet1 antibody (1:200, Cat. 39.3F7 Developmental Studies Hybridoma Bank, Iowa City, IA), followed by incubation with secondary antibody conjugated with Alexa Fluor 647 (1:500, Invitrogen). Data were analyzed using FlowJo software.

### Quantitative RT-PCR

RNA isolation was performed using either RNeasy Micro Kit (Cat# 74004, Qiagen) or ARCTURUS® PicoPure® RNA Isolation Kit following the manufacturer’s instructions, and cDNA was generated using the high-capacity cDNA reverse transcription kit (Applied Biosystems). qPCR reactions were performed using the Taqman (Applied Biosystems) or Sybr Select qPCR mix (Thermo Fisher) with indicated primers. Gene expression levels were normalized to *Gapdh*. For the clonal cell-fate analysis, single Isl1-Cre RFP^+^, Cxcr4^−^, and Isl1-Cre RFP^+^, Cxcr4^+^ cells were sorted at day 5.5 into 384-well plates and allowed to grow and differentiate for 7 days. Appearance of colonies was visually confirmed by microscopy. RNA was isolated from 24 wells with colonies from Cxcr4^−^ and Cxcr4^+^ sorted cells, respectively. Ct values < 30 were considered positive. All samples were also analyzed for gapdh to exclude false-positive results.

### Library preparation and sequencing

GFP^+^ and RFP^+^ cells were isolated using a SH800 cell sorter (Sony Biotechnologies) into 96 plates containing water (2.4 mL) with RNase-free DNase I (0.2 mL; NEB) and RNase inhibitor (0.25 mL; NEB). Each sample represents 10 cells. DNase I was inactivated by increasing the temperature (72 °C for 3 min), and samples were then stored on ice. Custom-designed 2 A oligo 1-mL primer (12 mM, Integrated DNA Technologies^25,63^ was added and annealed to the polyadenylated RNA by undergoing a temperature increase (72 °C for 2 min) and being quenched on ice. A mixture of 1 mL of SMARTscribe reverse transcriptase (Clontech Laboratories), 1 mL of custom-designed TS oligo (12 mM, Integrated DNA Technologies^63^, 0.3 mL of MgCl_2_ (200 mM, Sigma), 0.5 mL of RNase inhibitor (Neb), 1 mL of dNTP (10 mM each, Thermo), and 0.25 mL DTT (100 mM, Invitrogen) were incubated at 42 °C for 90 min, which was followed by enzyme inactivation at 70 °C for 10 min. A mixture of 29 mL of water, 5 mL of Advantage2 taq polymerase buffer, 2 mL of dNTP (10 mM each, Thermo), 2 mL of custom-designed PCR primer (12 mM, Integrated DNA Technologies^63^, and 2 mL of Advantage2 taq polymerase was directly added to the reverse transcription product, and the amplification was performed for 19 cycles. The amplification product was purified using Ampure XP beads (Beckman-Coulter). Libraries and transposome assembly were made using a previously published protocol^64^. Briefly, 100 pg of total cDNA was added to a 2× tagment DNA Buffer (TD) (2× TAPS buffer: 20 mM TAPS-NaOH, 10 mM MgCl_2_ (pH 8.5) at 25 C, and 16% weight volume (w/v) PEG 8000), and then spiked with 0.5 mL of 1:64 diluted Tn5 (Epicenter) and incubated for 8 min at 55 C. Tn5 was stripped off from the tagmented DNA by adding 0.2% SDS for a final concentration of 0.05%. Libraries were enriched used KAPAHiFi, which included 5X Kappa Fidelity Buffer, 10 mM dNTPs, and HIFI polymerase, and 1 μL of index primers was used directly in the enrichment PCR amplification of libraries for the Illumina sequencers for a 50-mL reaction. The PCR program was as follows: 5 min at 72 °C and 1 min at 95 °C, and then 16 cycles at 30 s at 95 °C, 30 s at 55 °C, 30 s at 72 °C, and 5 min at 72 °C. For analysis, raw sequencing reads were trimmed using Trimmomatic (0.36) with a minimum quality threshold of 35 and minimum length of 36 ^65^. Processed reads were mapped to the mm10 reference genome using HISAT2 (2.0.4)^66^. Counts were then assembled using Subread featureCounts (1.5.2) in a custom bash script^67^. Differential gene expression analysis was done using the DESeq2 package in R^68^. Gene ontology analysis was performed using the PANTHER Version 12.0 classification^69,70^. Canonical pathway analysis was done using Ingenuity Pathway Analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). To perform surface receptor analysis, list of candidate surface receptors was identified from the UniProtKB/Swiss-Prot database using the search terms “Gene Ontology: transmembrane signaling receptor activity” and “Organism: mus musculus.”

### RNA-sequencing analysis

Raw-sequencing reads were trimmed using Trimmomatic (0.36) with a minimum quality threshold of 35 and minimum length of 36 ^65^. Processed reads were mapped to the mm10 reference genome using HISAT2 (2.0.4)^66^. Counts were then assembled using Subread featureCounts (1.5.2) in a custom bash script^67^.

### Statistical analyses

All studies were done with at least three sets of independent experiments. Two-group analysis used Student’s *t* test. Comparisons of multiple groups were performed using either one-way or two-way ANOVA. *p* value < 0.05 was considered significant. For RNA-seq analysis, Benjamini–Hochberg correction was used to adjust for multiple testing, with threshold of adjusted *p*-value < 0.1 (i.e., false discovery rate < 10%) considered significant.

### Data availability

RNA-sequencing data that support the findings of this study have been deposited in GEO with the accession code “GSE116128”. The authors declare that all other data supporting the findings of this study available within the paper.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Precardiac organoids form two heart fields via Bmp/Wnt signaling
**Source:** Nat Commun. 2018 Aug 7;9:3140. doi: 10.1038/s41467-018-05604-8
**Supplement:** Supplementary file 1 — Supplementary Information

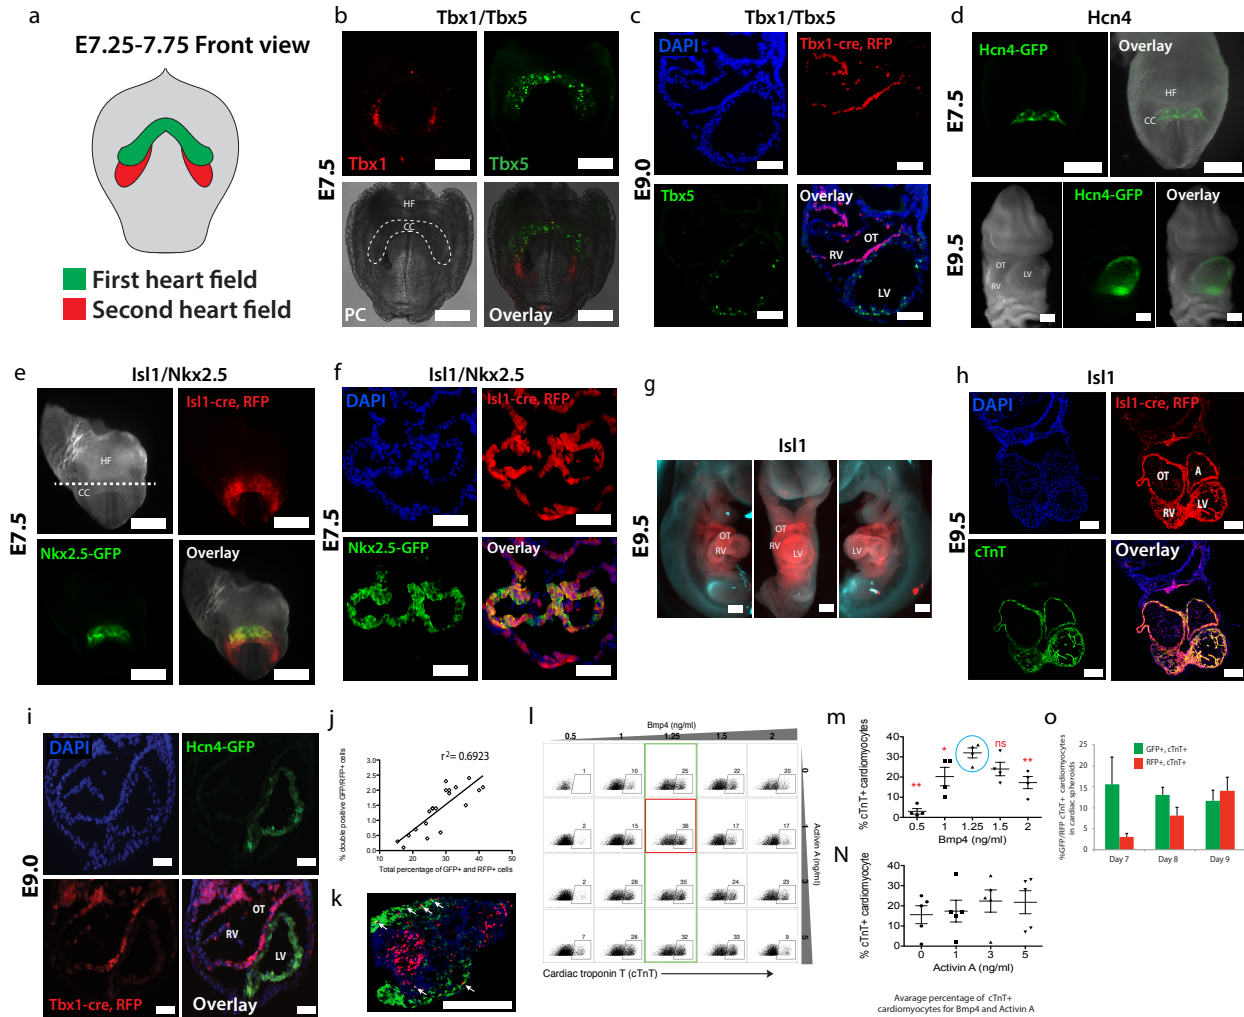

**Supplementary Figure 1: Validation of FHF/SHF markers, ESC derivation, optimization of cardiac differentiation in vitro** (a) Illustration of FHF and SHF localization at cardiac crescent stage (E7.25-7.75) (b) Tbx1 (red) and Tbx5 (green) wholemount staining at E7.5. (c) Tbx1-cre lineage trace analysis (red) and Tbx5 (green) staining in transverse E9.0 section. (d) Hcn4-GFP at E7.5 (top) and E9.5 (bottom). (e) Wholemount Isl1-cre lineage trace analysis (red) and Nkx2.5-GFP (green) at E7.5. (f) Isl1-cre lineage trace analysis (red) and Nkx2.5-GFP (green) staining in transverse E9.0 section of embryo in (e). (g) Wholemount Isl1-cre lineage trace analysis (red) E9.5. (h) Isl1-cre lineage trace analysis (red) and cTnT (green) staining in transverse E9.0 section. (i) Tbx1-cre lineage trace analysis (red) and Hcn4-GFP (green) staining in transverse E9.0 section from embryo in Fig. 1b. (j) Correlation between GFP<sup>+</sup>/RFP<sup>+</sup> double positive cells and total number of GRP<sup>+</sup> and RFP<sup>+</sup> cells (k) Section of a spheroid day 7. White arrows indicate double positive cells. (l) Flow cytometric analyses of cTnT in cardiac spheroids at day 9 of differentiation. (m) Vertical scatter plot of cTnT<sup>+</sup> percentages in response to overall increasing Bmp4 concentrations. Data are mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , ns, not significant;  $p$  values were determined using one-way ANOVA analysis compared to 1.25ng/ml Bmp4. (n) Vertical scatter plot of cTnT<sup>+</sup> percentages in response to overall increasing Activin A concentrations. (o) Percentage of GFP<sup>+</sup>, cTnT<sup>+</sup> and RFP<sup>+</sup>, cTnT<sup>+</sup> cardiomyocytes in cardiac spheroids. Data are mean  $\pm$  SEM; No individual sample was different compared to each other ( $p > 0.05$ ).  $p$  values were determined using one-way ANOVA analysis. White scale bars indicate 100  $\mu$ m.

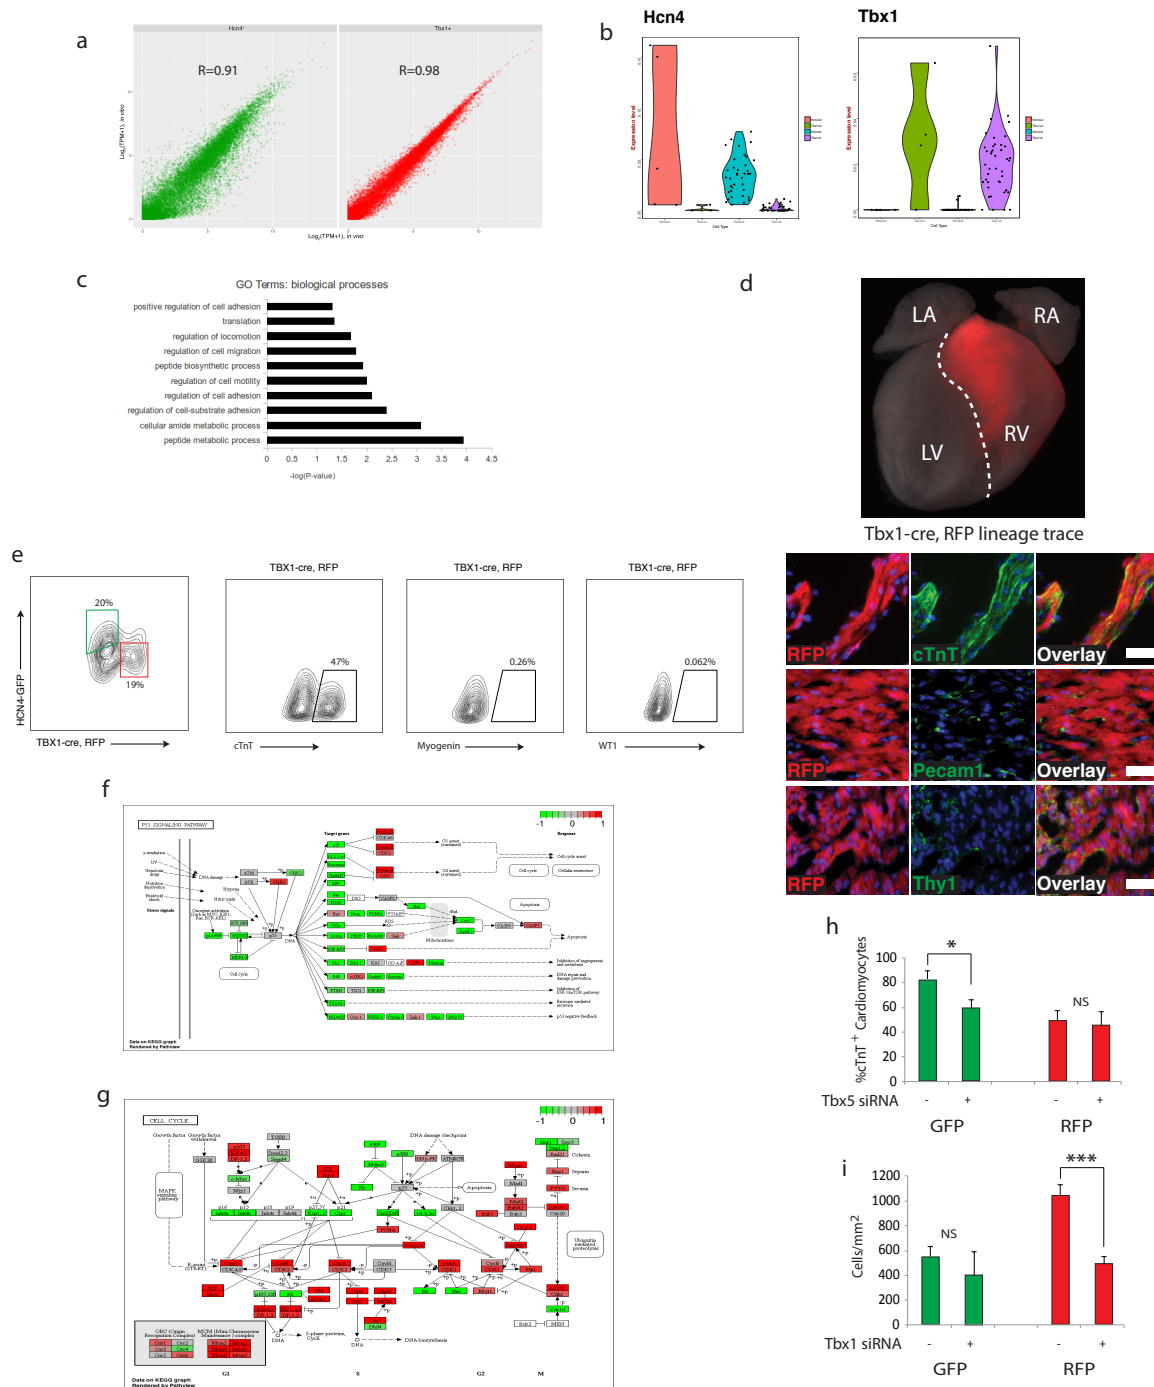

**Supplementary Figure 2: RNA-sequencing analysis, Tbx1 lineage tracing, KEGG pathway analysis**  
**(a)** Scatter plots showing in vitro vs. in vivo Hcn4-GFP<sup>+</sup> cells (green) and Tbx1-Cre, RFP<sup>+</sup> cells (red).  
**(b)** Hcn4 and Tbx1 violin expression level plots of in vitro and in vivo Hcn4-GFP<sup>+</sup> and Tbx1-Cre, RFP<sup>+</sup> samples.  
**(c)** GO terms analysis 585 genes that showed different expression patterns compared between in vitro and in vivo.  
**(d)** Tbx1-lineage trace of postnatal day 0 heart and immunohistochemistry analysis of cTnT, Pecam1 and Thy1 in Tbx1-Cre, RFP<sup>+</sup> structures.  
**(e)** Scatter plots showing GFP and RFP percentages at day 9 (left) and cTnT<sup>+</sup>, Myogenin<sup>+</sup> and WT1<sup>+</sup> cell percentages in RFP<sup>+</sup> cells.  
**(f)** KEGG pathway analysis of cell cycle genes. White scale bars indicate 50  $\mu$ m  
**(g)** KEGG pathway analysis of P53 signaling (red genes are upregulated in Tbx1-Cre, RFP<sup>+</sup> CPCs, green genes are upregulated in Hcn4-GFP<sup>+</sup> CPCs).  
**(h)** Percentages of cTnT<sup>+</sup> cardiomyocytes in GFP<sup>+</sup> and RFP<sup>+</sup> cells isolated and transfected with

siRNA against *tbx5* at day 5.5. Cells were analyzed 3 days after transfection. (i) Proliferation analysis of GFP<sup>+</sup> and RFP<sup>+</sup> cells 3 days after isolation and transfection with siRNA against *tbx1* at day 5.5. Data are mean  $\pm$  SEM; n = 3; \*p < 0.05, \*\*\*p < 0.001. p values were determined using a paired Student's t test.

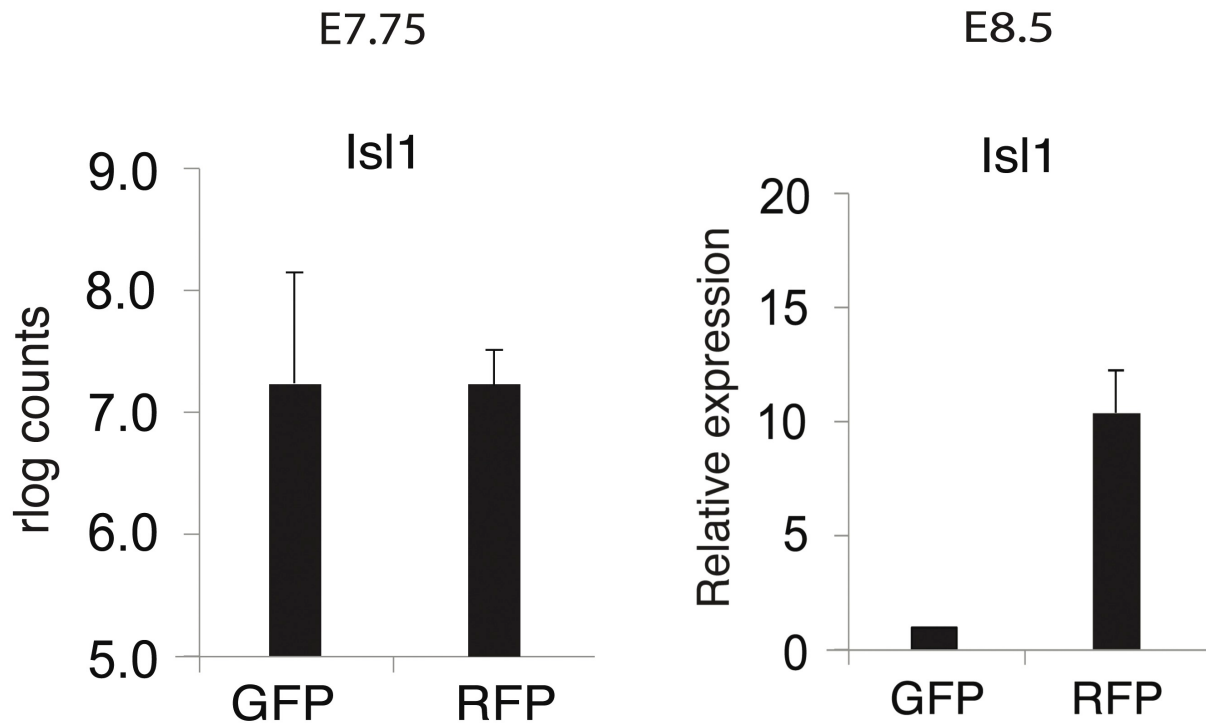

**Supplementary Figure 3: *Isl1* levels in GFP<sup>+</sup> and RFP<sup>+</sup> cells at E7.75 and E8.5.**

(a) *Isl1* levels in GFP<sup>+</sup> and RFP<sup>+</sup> cells at E7.5. (b) Relative *Isl1* levels at E8.5 in GFP<sup>+</sup> and RFP<sup>+</sup> cells.

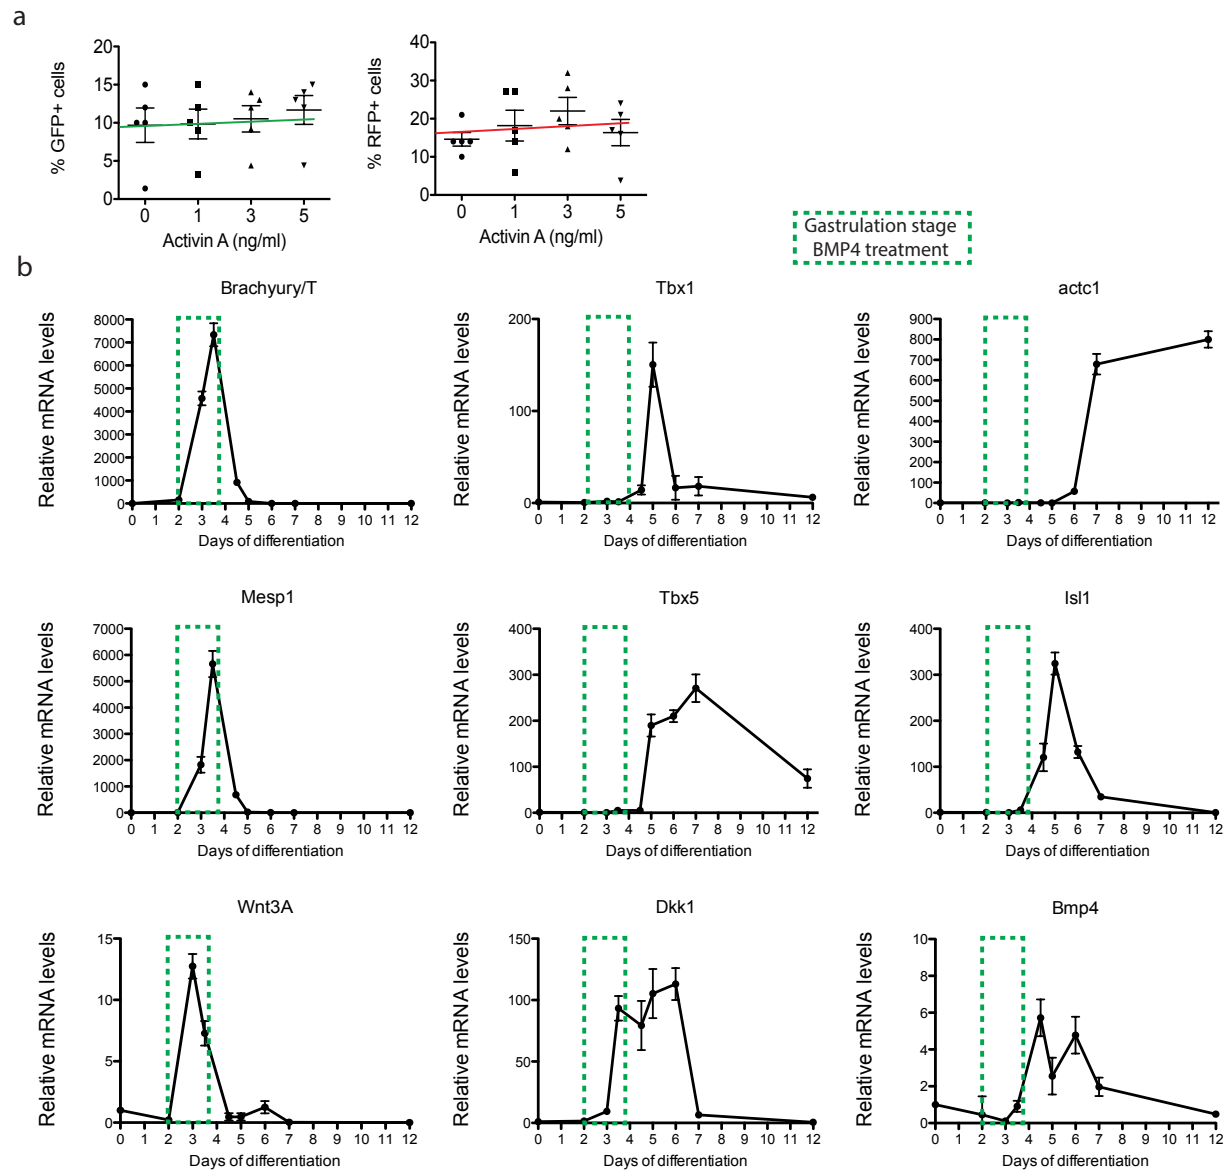

**Supplementary Figure 4: Effect of Activin A on FHF/SHF specification and gene profiling.**

**(a)** Vertical scatter plot of GFP<sup>+</sup> and RFP<sup>+</sup> percentages in response to overall Bmp4 and Activin A concentrations from Fig. 1d. **(b)** qPCR of analyses of differentiating mouse ESCs. Green dashed box indicate exposure to Bmp4 and gastrulation stage.

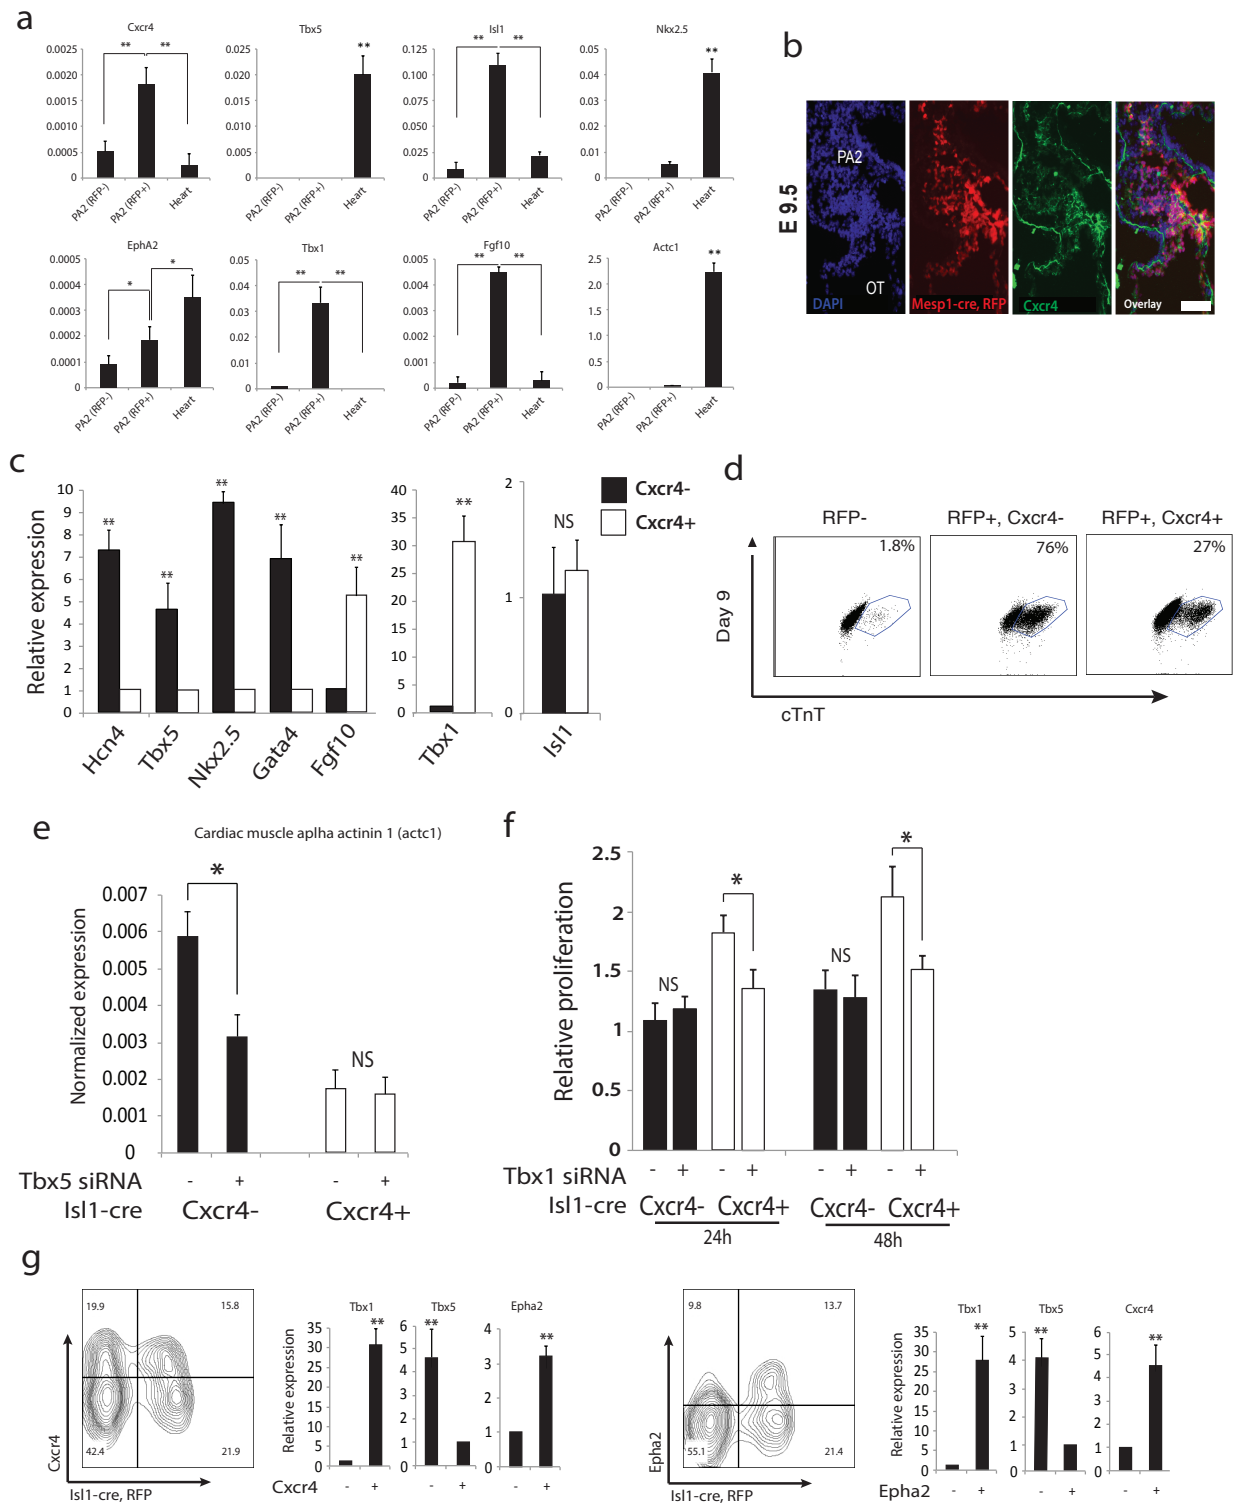

**Supplementary Figure 5: Analysis of *Cxcr4*-positive progenitors in vivo and in vitro.** (a) Expression levels of *Cxcr4* and *EphA2* along with *Tbx5*, *Tbx1*, *Isl1*, *Fgf10*, *Nkx2.5* and *actc1* in *Mesp1-cre*, *RFP*<sup>+</sup> and *RFP*<sup>-</sup> cells isolated from pharyngeal arches and in developing heart at E9.0. (b) Immunohistochemistry analysis of 2<sup>nd</sup> pharyngeal arch of *Mesp1-cre*, *RFP* lineage trace analysis (red) and *Cxcr4* (green). White scale bars indicate 100µm. (c) qPCR analyses of early heart field genes in isolated *Isl1-cre*, *RFP*<sup>+</sup>, *Cxcr4*<sup>+/+</sup>

cells at day 5.5. **(d)** Representative flow cytometric analyses of RFP<sup>-</sup>, Isl1-Cre, RFP<sup>+</sup>, Cxcr4<sup>-</sup> and Isl1-Cre, RFP<sup>+</sup>, Cxcr4<sup>+</sup> cells isolated at day 5.5. **(e)** Cardiac muscle  $\alpha$ -actinin 1 (*actc1*) levels in Isl1-Cre, RFP<sup>+</sup>, Cxcr4<sup>-</sup>/Cxcr4<sup>+</sup> derived cells isolated and transfected with siRNA against *tbx5* at day 5.5. Cells were analyzed 3 days after transfection. **(f)** Proliferation analysis of Isl1-Cre, RFP<sup>+</sup>, Cxcr4<sup>-</sup>/Cxcr4<sup>+</sup> cells 24h and 48h after isolation and transfection with siRNA against *tbx1* at day 5.5. **(g)** Representative flow cytometric analyses of Isl1-Cre, RFP<sup>+</sup>; Cxcr4 and Eph2 cells at day 5.5, and qPCR analyses of Isl1-Cre, RFP<sup>+</sup>, Cxcr4<sup>+/-</sup> and Eph2<sup>+/-</sup> cells. All data are mean  $\pm$  SEM; \**p* < 0.05, \*\**p* < 0.01; *n* = 3; *p* values were determined using a paired Student's *t* test.

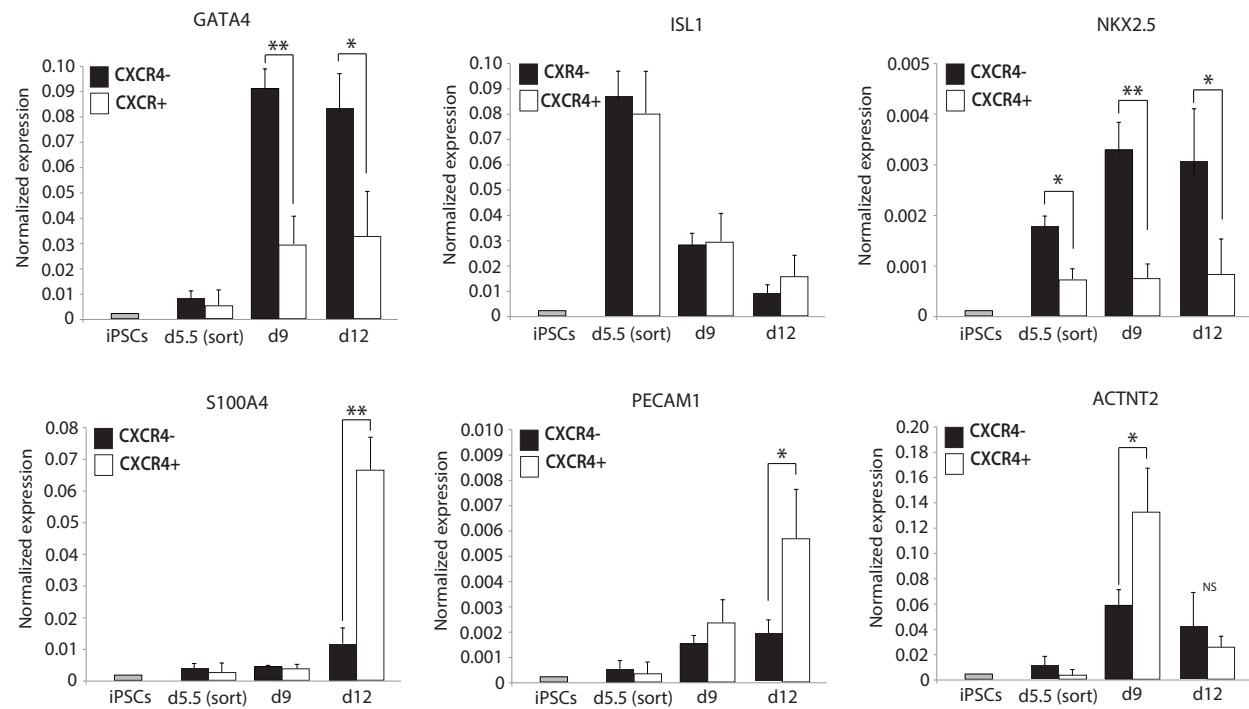

**Supplementary Figure 6: qPCR analyses of cardiac lineage markers in hiPSCs and CXCR4<sup>+/-</sup> cells sorted at day 5.5**

All data are mean  $\pm$  SEM; \* $p < 0.05$ ; \*\* $p < 0.01$ ;  $n = 3$ ;  $p$  values were determined using a paired Student's  $t$  test.

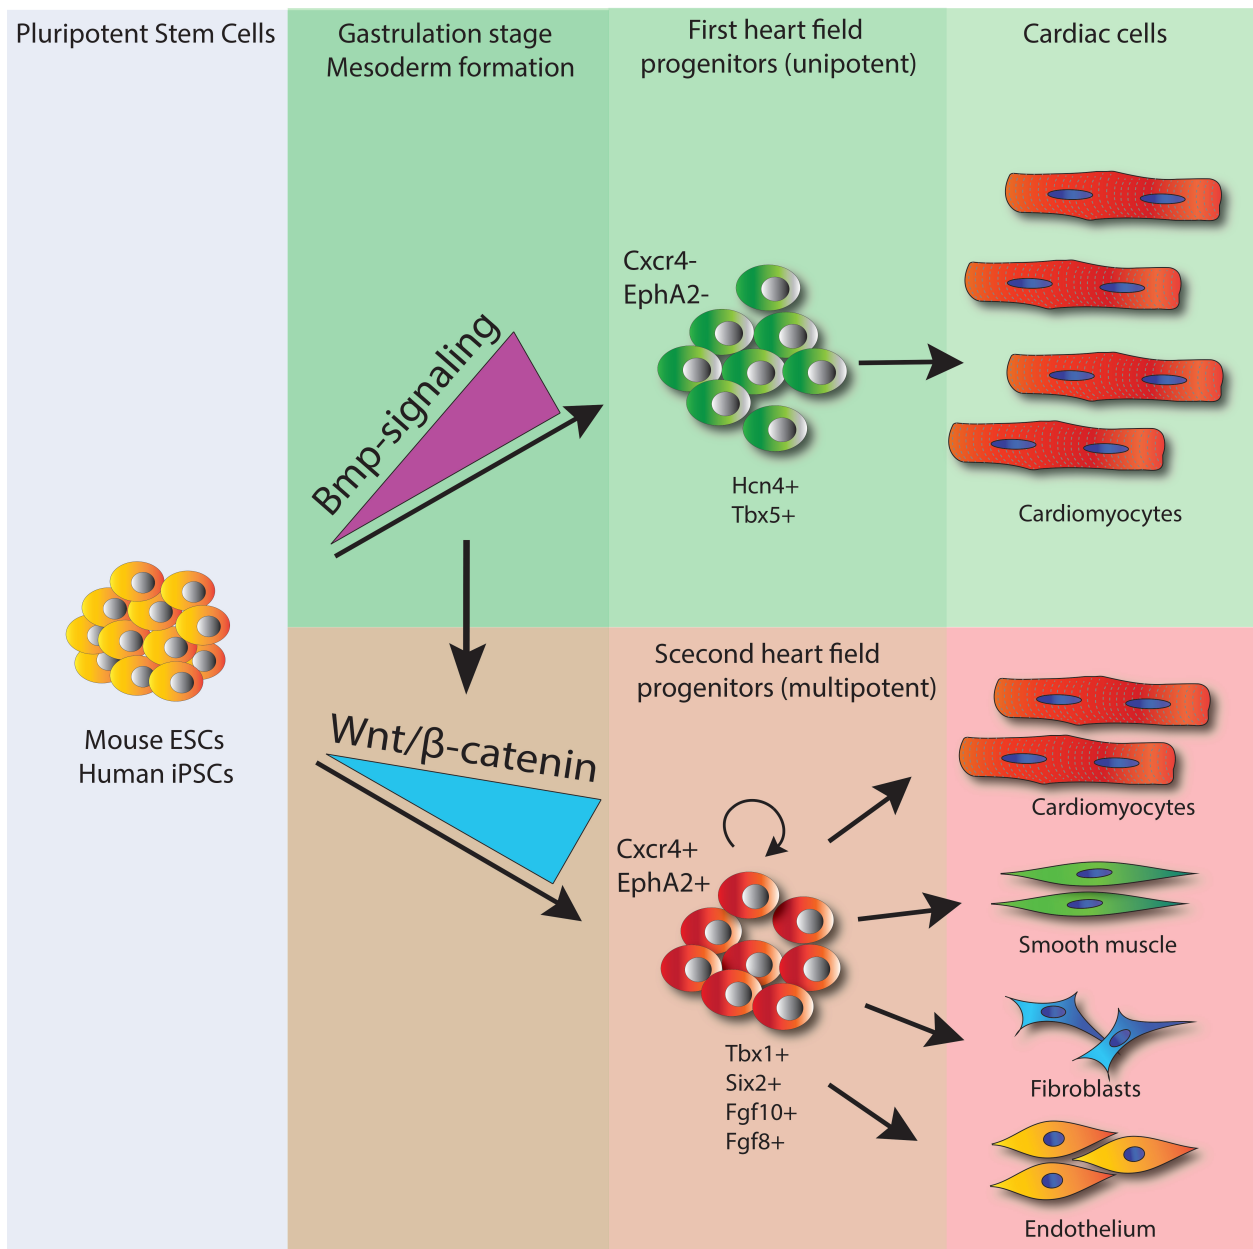

**Supplementary Figure 7: Representative scheme of distinct heart field specification during gastrulation by gradients of Bmp and Wnt/ $\beta$ -catenin signaling that can be identified by based on Cxcr4 and EphA2 expression.**

# Supplementary material for: Precardiac organoids form two heart fields via Bmp/Wnt signaling
**Source:** Nat Commun. 2018 Aug 7;9:3140. doi: 10.1038/s41467-018-05604-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Movie 1**

**Description:** Heart field development in a PSC-derived spheroid.

**File Name: Supplementary Data 1**

**Description:** RNA-sequencing data.

**File Name: Supplementary Data 2**

**Description:** qPCR primer list.

**File Name: Supplementary Data 3**

**Description:** Microarray dataset.

How the deposited data were processed for this re-analysis (not part of the article)

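RNA from pools of 10 sorted cells was sequenced, and the authors deposited one table of read counts per gene for 93 libraries. They trimmed reads with Trimmomatic (minimum quality 35, minimum length 36), mapped them to mm10 with HISAT2 and counted them with featureCounts of Subread. The table holds whole counts without normalization, and 2645 of its 24514 symbols have no count in any library. In the gene annotation GENCODE M21 for GRCm38, which is the assembly of mm10, 96.79% of the symbols were found, and 25 symbols look like dates. The reads carry no molecular identifiers, so limits computed from counts cover counting error only. Populations were taken from the sample labels. The titles name a later embryonic day than the paper, and no library was left out.

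Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries of GFP+ and RFP+ cells were compared separately in vivo and in vitro with TMM normalization, filterByExpr (minimum count 10, minimum total 15, minimum proportion 0.7), trended dispersions and the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors come from the Fisher information scaled by the quasi-likelihood dispersion, or from the F statistic where a population had no counts. CPM of the named genes and of the genes of the pluripotency and endoderm lists use TMM. Those of Actc1, the globins, Xist and Y-linked genes, those in correlations across genes and those that set a minimum or range of mean CPM use total counts. Library scores and tests of lists used log2 CPM with a prior count of 2. Named genes were also tested one by one on the log2 of CPM plus 1. Two-sided permutation tests were exact in vivo and used 100000 resamples in vitro, adjusted over 40 genes in each source. The smallest p this allows is 0.00794 in vivo.

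The named genes are every gene that the paper's text or figure labels name from the RNA-seq data, Nkx2-5, Fgf10 and Tnnt2 from its other assays, and 5 genes in each direction from those called in both sources with the same direction. The 5 are those with no overlap in CPM between the in vivo populations and the largest values of the smaller of their 2 log2 fold changes. This rule was set before the counts were seen. The gene lists (p53 pathway, p53 targets without cyclins, cell cycle, S and G2/M phase, lysosome, imprinted, sarcomere, endoderm, endothelium, blood, neural, pluripotency, Bmp targets, Wnt targets, ribosomal proteins and mitochondrial transcripts) were assembled by hand before the counts were seen. The authors' Supplementary Data 1 had been read by then. They were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry beside it.

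The interaction between source and population was tested in one edgeR fit over the 4 groups and, because the groups differ in spread, also by the difference of the separate log2 fold changes over their own standard errors with 7 degrees of freedom. On simulated counts with no change, the separate edgeR tests made 0 calls in vivo and in vitro. With 200 genes changed by a log2 of 4, they made 100 calls in vivo, 94 of them true, and 212 in vitro, 200 of them true. With the spread of each in vivo population kept, 196 calls were made with 100 true. Simulated with one spread, the interaction fit made 175 calls, 163 of them true. On simulated counts camera gave p = 1.1e-100 for a changed set and 0.865 for an unchanged one, and the library score had an area under the ROC curve of 1.

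Alternatives covered DESeq2, other size factors, other filters on low counts, a stricter threshold, a robust fit, a joint fit, plate row as a covariate, libraries of larger total count and leaving out each in vivo library. Added after the data had been seen were the 7 pairs of wells summed, adjusted deviances in the quasi-likelihood fit, the removal of each library's gene length trend, and the interaction test with separate standard errors. The length trend was fitted over genes counted in every library (3220 in vivo and 2757 in vitro) and each library's expected total was kept. A first form of it, which also moved the level of whole libraries, was dropped. The gene ontology, Ingenuity, KEGG and surface receptor lists were not analysed here.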

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

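The tests of Xist and Y-linked genes, of the globins, and of the difference between sources with separate standard errors were chosen only after the result was seen.

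In 8 of 71 groups of 4 or 5 in vivo libraries, a single library lay far from the others, where chance alone would give 3.55. In GFP+ cells, Fgf8 was at 4.48 CPM in library E12, Cxcr4 at 7.93 CPM in C12 and Epha2 at 9.86 CPM in B12, each with no reads in the other 4 libraries, and Fgf10 was at 79.3 CPM in C12 against 14.6 CPM in the next library. In RFP+ cells, Id4 was at 10.3 CPM in G11 with no reads elsewhere, Fgf10 at 85.7 CPM in H11 against 23.7, and Foxc2 at 7.19 CPM in F12 against 22.0 in the next lowest library. Ribosomal protein genes took 5.24% of the counts in RFP+ library F12 and at least 7.23% in the other 3. Some of the GFP+ values may reflect low capture from 10 cells: among 912 genes with similar means in both populations (30 to 100 CPM), 21.6% of the counts in single GFP+ libraries were 0, against 0.192% in RFP+ libraries. Library F12 also held globin reads, so a mixed pool stays open for it. No biological explanation was tested for single wells.

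Between embryos and spheroids, 465 genes had a different GFP+ against RFP+ change by the difference of the 2 log2 fold changes over their own standard errors (196 higher and 269 lower in vitro). Among the named genes with reads in both populations, Mef2c did: its log2 fold change was higher by 2.45 in vitro than in vivo (adjusted p = 0.0353), and its in vivo level was lower in RFP+ than in GFP+ cells in all 4 against all 5 libraries. Redrawing which libraries of each population were called embryo libraries gave as many genes as the 6889 of the joint fit in 1 of 100 draws, the real one included, and at most 182 in the others. That test speaks against random grouping only. The 6889 genes of the joint fit cannot be read as differences, because simulated counts with each group's own spread gave 5745 calls with no changed gene. Stage, sex and plate position differ between embryo and spheroid libraries together with the source, so their parts cannot be told apart. A biological difference between embryo and spheroid cells stays open and untested.

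The paper does not report the sex of its cells. Every embryo library had reads of Y-linked genes (Kdm5d, Eif2s3y, Uty and Ddx3y among them), with the lowest at 106 CPM of the total counts, and Xist at no more than 3.65 CPM. Every spheroid library had Xist, with the lowest at 103 CPM, and 2 Y-linked reads were counted in all 84 of them together. All 93 libraries thus split by source, which is consistent with a female stem cell line and male embryos. Genes on the sex chromosomes, and anything they regulate, then differ between the sources together with sex. A mislabelled library between the sources would break this split, and none did.

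Globin reads, which the paper does not discuss, appeared in in vivo RFP+ library F12: Hba-x at 391 CPM of the total counts, Hbb-y at 389 CPM and Hbb-bh1 at 374 CPM. The other 3 RFP+ libraries had none. RNA from primitive red blood cells may be the source, but 1 of 4 RFP+ libraries carried these reads. Cells in the sorted pool and free RNA in the suspension cannot be told apart with 1 library.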

How the results depend on the processing

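The alternatives were set before the data were examined, except for 4 chosen after seeing the data: the 7 pairs of wells summed, adjusted deviances in the quasi-likelihood fit, the removal of each library's length trend, and separate standard errors for the interaction. No paired analysis was possible because neither the labels nor the paper pair GFP+ with RFP+ wells. Of 234 alternative values for 18 comparisons, 193 kept their direction and side of the threshold or stayed close to the value reported, 37 moved, 2 became weaker, 2 stronger and 0 reversed.

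DESeq2 called 1945 genes in vivo (591 higher in GFP+, 1354 in RFP+). In vitro it called 6382 genes higher in GFP+ and 4353 higher in RFP+ cells, against 3985 and 3762 with the edgeR test. It called 1440 genes in both sources, 864 in the same and 576 in the opposite direction. Of the 858 in vivo calls, 782 were among its calls. Without a filter on low counts, 2000 genes were called in vivo (1638 higher in RFP+) and 13109 in vitro (7708 higher in GFP+), with 1436 in both, 821 in the same and 615 in the opposite direction. Here more genes were tested, 15111 in vivo and 21827 in vitro, many with no reads in one population. With at least 10 counts in every library of a group, fewer genes were tested, and 4416 were called in vitro (2222 higher in GFP+, 2194 in RFP+) and 4141 for the interaction. Adjusted deviances, added later, gave 1766 genes in vivo (640 and 1126), 1391 in both, 944 in the same and 447 in the opposite direction.

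The joint fit called 7115 genes in vivo (2346 and 4769), 5079 in both, 3033 in the same and 2046 in the opposite direction. It assumes one spread for groups that differ in it, and its in vivo and interaction counts are not used as evidence. Separate standard errors, added later, gave 465 genes for the interaction. In simulated counts with no changed gene and the in vivo spreads, false calls numbered 48 with edgeR and 261 with adjusted deviances. DESeq2 made 256 and a fit without a filter 187, over fewer genes than in their real runs. All of these settings with larger counts thus made more false calls than the edgeR test in the simulation. Whether this accounts for the gap between the counts was not tested.

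Across the fits that each left out 1 in vivo library, the in vivo count ran from 613 to 1044, genes higher in GFP+ from 211 to 402 and in RFP+ from 399 to 728. Genes called in both ran from 448 to 802, those with the same direction from 295 to 526 and with the opposite from 153 to 276. Libraries G11 and H11 moved these by over 1.5 times in places: without G11, 214 genes were higher in GFP+ cells, and without H11, 211. Correlations ran from 0.837 to 0.848 for GFP+ and from 0.961 to 0.965 for RFP+ cells. The median of the p53 list in vivo ran from 0.03 to 0.37 and that of the cell cycle list from 0.27 to 0.40.

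Over genes of at least 1 CPM, the in vitro against in vivo correlation was 0.734 for GFP+ and 0.918 for RFP+ cells, and Spearman's rho was 0.819 and 0.926. Fewer genes near 0 enter the first, by its construction. The cause of the other shift was not tested. With fry, the in vivo p53 list (median 0.22, p = 0.00464) and cell cycle list (0.35, p = 0.000242) passed the threshold. With the estimated correlation, the in vitro p53 list (-0.50, p = 0.380) and cell cycle list (0.36, p = 0.351) did not.

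Isl1 in vivo, near 0, changed sign without a filter (0.0053), with the length trend removed (0.030) and without C12 (0.10), D12 (0.19) or G12 (0.08), with a range of -0.31 to 0.19 over the libraries left out in turn. Bmpr1a in vitro went to -0.10 under the stricter filter. Bmpr2 in vitro went to 0.0091 with the length trend removed. The causes were not tested. Over 27 named genes tested in vivo under 19 settings, 471 values kept call and direction, 15 became weaker, 16 stronger and 5 reversed. Over 28 in vitro under 13 settings, 342 kept both, 0 became weaker, 1 stronger and 2 reversed. Of the 31 genes the paper names, 13 had too few counts to be tested in vivo, and no reads in GFP+ libraries do not show absence.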

Differences from the paper's values

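The paper reports 1968 genes that differ between GFP+ and RFP+ cells in vivo, and 858 were called here. With DESeq2, the package the paper's methods name, 1945 were called, and without a filter on low counts 2000. No other alternative set before the data were examined closed the gap. The paper reports 1454 of these called in vitro as well, against 647 here. DESeq2 gave 1440 and no filter 1436, and no other such alternative closed the gap. Of the paper's 869 genes with the same direction, the count here was 433, with 864 under DESeq2 and 821 without a filter, and no other closed the gap. The paper's 585 genes with different patterns stand against 214 with opposite directions here, 576 under DESeq2 and 615 without a filter, and no other closed the gap.

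The paper gives 592 genes higher in GFP+ and 1377 higher in RFP+ cells in vivo, against 330 and 528. DESeq2 gave 591 and 1354. For GFP+ cells, the filter of at least 10 counts in every library of a group (406) and leaving out library C12 (402) were also within 1.5 times the paper's value, and for RFP+ cells no filter (1638) was. The remaining alternatives set before the data were examined did not close these gaps. Adjusted deviances, an alternative chosen after seeing the values, gave 1766 genes in vivo, 640 and 1126 by direction, 1391 in both and 944 with the same direction, all within 1.5 times the paper's values, and 447 in the opposite direction, also within 1.5 times.

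For the correlation of in vitro with in vivo GFP+ cells, the paper's R squared is 0.91, and 0.731 was found here. On the scale of r the value here was 0.855, also apart from 0.91. None of the alternatives set before the data were examined closed this gap. For RFP+ cells the paper's R squared is 0.98 against 0.931 here, and none of the alternatives closed the gap on that scale. On the scale of r the value was 0.965, which is within the spread between single libraries of the paper's 0.98.

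For 24 log2 fold changes of named genes in the paper's supplementary tables, 0 differed by more than the larger error. Those tables are held as 1998 genes for each source, so this covers the genes in them only. All 1191 of the in vivo genes tested here had the same sign, and 788 were called here.

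The paper states that Isl1 did not differ between the populations in spheroids, measured by qPCR. Its log2 fold change in these libraries was -1.40 in vitro (adjusted p = 2.9e-18). The paper states that Bmpr1a was higher in GFP+ cells. It was not called in vivo (log2 fold change -1.51, adjusted p = 0.358) or in vitro (0.04, adjusted p = 0.841), and of the settings run only the joint fit called it higher in GFP+ cells, in vivo. With each library's length trend removed, a setting chosen after seeing the values, it was called higher in RFP+ cells in vitro. Bmp2 was not called in vivo by edgeR (adjusted p = 0.268) and was by DESeq2, the joint fit and, added after seeing the values, adjusted deviances. The paper states that Fzd genes were higher in RFP+ cells. In vivo, Fzd5, Fzd8 and Fzd10 had reads in RFP+ cells only (exact permutation p = 0.00794, 0.0476 and 0.00794). The Fzd8 mean there was 0.864 times the limit of 3 counts per GFP+ library. In vitro, Fzd5 went the other way and was higher in GFP+ cells (log2 fold change -1.54). The paper describes Aldh1a2 as high in SHF cells in vivo. It was not called there (log2 fold change 0.71, adjusted p = 0.949) under any of the settings. Id1 was called in vitro (adjusted p = 0.0151), while the permutation test gave p = 0.0631. In vivo, Id1 was higher in RFP+ cells (log2 fold change 1.07, adjusted p = 0.370), and the joint fit called it. Among the SHF genes the paper lists, Sall1 and Fgf8 were not called in vivo here and were under DESeq2, the joint fit and, added after seeing the values, adjusted deviances. Fgf8 was also called with at least 10 counts in every library of a group and without E12. Irx3, Irx5, Hand1 and Hcn4, untested in vivo here, were called by DESeq2 and the joint fit, and Irx5 and Tbx1 without a filter. The joint fit also called Id4. Of the Wnt genes left untested in vivo, the joint fit called Dkk1, Fzd5, Fzd8 and Fzd10, a fit without a filter called Dkk1, Fzd5 and Fzd10, and DESeq2 called Fzd5. In vitro, DESeq2 called Gata4, Tbx5, Fgf8, Id4, Bmp2, Hcn4, Tbx1, Tnnt2 and Lrp5 (higher in GFP+ cells), which the filter on low counts left untested here. A fit without a filter called these except Bmp2 and Lrp5, and the joint fit called Gata4, Tbx5, Fgf8, Id4, Hcn4 and Tnnt2.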

Other observations

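The tests of capture per library, of the spread of GFP+ libraries, of paired wells, of pluripotent cells and of endoderm cells were chosen only after the result was seen.

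For the in vivo count of 858 genes, 1 of 100 splits of the 9 embryo libraries into 5 and 4 gave as many genes, the real split included. The largest other count was 679. For the in vitro count of 7747, 1 of 100 splits of the 84 libraries gave as many, and the others gave at most 1 gene. Genes called in both (647) and genes with the same direction (433) were reached by 1 of 100 splits each, with at most 499 and 210 in the others. In vivo, 6 other splits gave any calls, and the split with 679 moved most libraries to the other population, so it is nearly the real split with its populations exchanged.

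In vivo GFP+ libraries detected fewer genes than RFP+ libraries. Read depth does not account for this: at a common depth of 712732 reads, GFP+ libraries detected 6189 to 7845 genes and RFP+ libraries 9912 to 12327. Fewer transcripts captured per GFP+ library may contribute, since 21.6% of the counts of genes with similar means were 0 in single GFP+ libraries (12.8% to 31.3% per library) and at most 0.768% in any RFP+ library. A smaller RNA content of GFP+ cells or a less diverse transcriptome stays open and was not tested.

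This bears on the correlations, in which in vivo GFP+ cells were closer to in vitro RFP+ than to in vitro GFP+ cells, with all genes. Over the 3310 genes detected in all 9 embryo libraries, the order was the other way, with r 0.555 to in vitro GFP+ and 0.530 to in vitro RFP+ cells, a difference of 0.0245. Low capture is thus a candidate explanation for the crossed order, as a hypothesis found on these data. Over the same number of genes chosen by their mean level instead, the difference was 0.0465. This choice of abundant genes thus gave the same order. Over all genes without the log, in vivo GFP+ cells stayed closer to in vitro RFP+ cells (r 0.575 against 0.503). They also did with a minimum mean of 1 CPM (0.747 against 0.734).

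More genes were called higher in RFP+ than in GFP+ cells in vivo (61.5% of calls). The share was still 61.5% with each library's gene length trend removed, which argues against that trend as its whole cause. It moved with the scaling, to 55.1% with DESeq2's size factors in edgeR, 55.8% with TMMwsp and 62.6% with total counts, and was 81.9% without a filter on low counts. In counts simulated with no changed gene and each population's spread, 48 false calls were made, 48 of them higher in RFP+ cells. The larger spread of GFP+ libraries may therefore add to the RFP+ calls, but 48 is far fewer than 528, and how many true calls carry the same shift cannot be told apart, since the simulated spreads come from these libraries.

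Short genes were higher in RFP+ cells in vivo: the median log2 fold change was 1.18 under 1000 nucleotides and -0.24 from 9000 on. Ribosomal protein genes alone do not explain this, since other genes under 1500 nucleotides had a median of 1.03. Whether a length bias of single libraries or a biological difference in short genes gave this cannot be told apart: the rank correlation of gene length with a library's deviation from the mean was at least 0.0885 in every GFP+ library (at most 0.220) and between -0.270 and -0.193 in every RFP+ library, and either would give these signs, since the mean is that of the same 9 libraries. In vitro the medians of the length groups lay between -0.13 and 0.25.

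Ribosomal protein genes were higher in RFP+ cells in vivo (79 tested, all higher, 72 called, median log2 fold change 1.84), under each alternative run (medians 1.33 to 1.96). Length does not account for all of it: 0 of 10000 lists of other genes of the same lengths had a median as high, with the highest at 1.34. With the length trend removed the median was 1.33 and 59 were called. In vitro the median was 0.03 with 36 called higher in RFP+ and 26 in GFP+ cells. A biological difference, or a loss of ribosomal protein transcripts in GFP+ wells through another property than length, stays open. The share of genes called in both with the same direction was 63.4% with the length trend removed, against 53.0% from the shares of directions alone, so the trend does not account for that excess.

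The number of libraries does not account for all of the larger count in vitro: 20 draws of 5 GFP+ and 4 RFP+ spheroid libraries gave a median of 3741.5 genes (3183 to 4422), all 20 at least 1.5 times the in vivo count. Smaller spread between spheroid wells, a biological difference and the plate columns, which go with the populations, stay open.

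In 7 of 7 rows with RFP+ wells in both plate columns 3 and 4, each well's nearest library was the other (r 0.976 to 0.994, where other pairs reached at most 0.971). One cDNA split between 2 wells is a candidate explanation for all 7. Carry-over between neighbouring wells is argued against by the other pairs: the remaining neighbours in a row had a median r of 0.959, as did wells farther apart (0.959, SD 0.00533). With each pair summed, 7582 genes were called in vitro, so the pairs do not decide the count.

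Genes of the pluripotency list were higher in in vitro GFP+ cells (15 genes, 7 tested, median log2 fold change -2.66, camera p = 0.000884, estimated correlation p = 0.0588). None of its genes is in the paper's list of 869 genes or in another list, and in vitro RFP+ cells express 4 of them at 10 CPM or more. Remaining pluripotent cells may contribute, but Pou5f1 and Nanog had a median of -1.22 and the 5 other tested genes -3.21, with Tdgf1 among these not called (log2 fold change 0.15, adjusted p = 0.784). Pou5f1 and Nanog have a baseline in RFP+ cells (12.2 and 13.0 CPM) that would hide part of a rise, so this cannot be told apart from a state of the cells in which such genes stay on. The most abundant gene of the list, Dppa5a, was at 233 ± 291 CPM in GFP+ and 19.4 ± 73.3 CPM in RFP+ cells.

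Genes of the endoderm and epithelium list were also higher in in vitro GFP+ cells (30 genes, 18 tested, 16 called higher in GFP+ and 2 in RFP+ cells, median -1.91, camera p = 2.6e-09, estimated correlation p = 0.00695), with Krt8, Krt18 and Cldn4 at -2.78, -3.03 and -3.24. Endoderm cells are unlikely as the source: of Afp, Ttr, Apoa1 and Apob, abundant in endoderm, the highest was at 0.609 CPM in GFP+ wells, and Foxa2 was higher in RFP+ cells (log2 fold change 1.88). Of the 30 genes, 1 is in the paper's list of 869 and 14 are at 10 CPM or more in in vitro RFP+ cells. An epithelial state of the GFP+ cells stays open and untested. In vivo the list had a median of 0.73 over 7 tested genes (camera p = 0.826, fry p = 0.0446).

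The other lists gave the following values, with the camera p in each source. Sarcomere genes had a median of -4.37 in vivo (5.3e-40, estimated correlation 0.00284) and -1.44 in vitro (0.129), and 17 of its 30 genes are in the paper's list of 869. Endothelium genes had a median of 4.62 in vivo, or 3.25 with genes at the limit of 3 counts set to their bound (9.8e-06, 12 of 22 in the paper's list), and 1.41 in vitro (0.199). Blood genes had 2.71 in vivo over 2 genes (0.0694) and -0.35 in vitro (0.656), and neural genes 2.42 (0.102) and 0.19 (0.771). S and G2/M phase genes had 0.34 (0.947) and 0.78 (7.3e-13, estimated correlation 0.0475). Lysosome genes had -0.73 (0.000264, estimated correlation 0.114) and -1.54 (3.7e-22, estimated correlation 0.00558), imprinted genes -0.74 (0.000121, estimated correlation 0.00335) and -0.43 (0.0395, estimated correlation 0.353). Bmp targets had -0.93 (0.0976) and -0.78 (0.105), and Wnt targets 1.08 (0.105) and 0.70 (0.0497, estimated correlation 0.206). Pluripotency genes in vivo had -1.77 over 2 genes (0.527). Ribosomal protein genes gave 2.8e-20 in vivo (estimated correlation 0.0502) and 0.226 in vitro. Fry, which tests a list without setting it against other genes, gave p under 0.05 for lists with a camera p above it: S and G2/M phase, blood, neural and Wnt target genes in vivo (0.000327, 0.000489, 0.0202 and 0.00166), and sarcomere, endothelium and Bmp target genes in vitro (4.6e-06, 1.1e-10 and 5.6e-08). For lysosome genes in vivo it gave 0.591. No mitochondrial transcript is in the table.

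Of the named genes at no claim, Tnnt2 had a log2 fold change of -4.45 in vivo (adjusted p = 5.3e-06) and was at 16.6 and 4.01 CPM in vitro (permutation p = 0.242). Nkx2-5 was at 17.7 ± 17.2 and 2.43 ± 1.62 CPM in vivo (exact permutation p = 0.381) and at the limit of 3 counts in both populations in vitro. Fgf10 had log2 fold changes of 0.94 in vivo (adjusted p = 0.923) and 1.13 in vitro (2.1e-07). Its in vivo mean was 19.0 CPM in GFP+ cells (3.91 CPM without C12) and 36.2 CPM in RFP+ cells (19.8 CPM without H11). Bmpr2 had log2 fold changes of -1.30 in vivo (adjusted p = 0.749) and -0.31 in vitro (0.000592, but permutation p = 0.476). Its in vivo GFP+ mean was 123 CPM, or 75.2 CPM without A12. Lrp5 had no reads in GFP+ cells in vivo and 2.54 CPM in RFP+ cells (1.19 CPM without G12). That mean is 0.974 times the limit of 3 counts per GFP+ library, so no higher level is shown. In vitro, Lrp5 was at 2.62 and 1.67 CPM (permutation p = 0.0790). In vivo, Isl1 was at 150 ± 96.2 and 141 ± 35.7 CPM (log2 fold change -0.09, adjusted p = 0.987), Cxcr4 at 1.59 and 2.07 CPM (exact permutation p = 0.317), Epha2 at 1.97 and 24.8 CPM (16.2 CPM without G12, log2 fold change 3.50, adjusted p = 0.351, exact permutation p = 0.0238) and Id2 at 1363 ± 259 and 611 ± 127 CPM (log2 fold change -1.16, adjusted p = 0.00659). Among the GFP+ libraries, only C12 had reads of Cxcr4, and Id4 had reads in 1 of the 9 in vivo libraries.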
